# Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress

**DOI:** 10.1186/1741-7007-10-16

**Published:** 2012-03-01

**Authors:** Keith EJ Tyo, Zihe Liu, Dina Petranovic, Jens Nielsen

**Keywords:** Protein secretion, unfolded protein response, *HAC1*, protein production, oxidative stress

## Abstract

**Background:**

The protein secretory pathway must process a wide assortment of native proteins for eukaryotic cells to function. As well, recombinant protein secretion is used extensively to produce many biologics and industrial enzymes. Therefore, secretory pathway dysfunction can be highly detrimental to the cell and can drastically inhibit product titers in biochemical production. Because the secretory pathway is a highly-integrated, multi-organelle system, dysfunction can happen at many levels and dissecting the root cause can be challenging. In this study, we apply a systems biology approach to analyze secretory pathway dysfunctions resulting from heterologous production of a small protein (insulin precursor) or a larger protein (α-amylase).

**Results:**

*HAC1*-dependent and independent dysfunctions and cellular responses were apparent across multiple datasets. In particular, processes involving (a) degradation of protein/recycling amino acids, (b) overall transcription/translation repression, and (c) oxidative stress were broadly associated with secretory stress.

**Conclusions:**

Apparent runaway oxidative stress due to radical production observed here and elsewhere can be explained by a futile cycle of disulfide formation and breaking that consumes reduced glutathione and produces reactive oxygen species. The futile cycle is dominating when protein folding rates are low relative to disulfide bond formation rates. While not strictly conclusive with the present data, this insight does provide a molecular interpretation to an, until now, largely empirical understanding of optimizing heterologous protein secretion. This molecular insight has direct implications on engineering a broad range of recombinant proteins for secretion and provides potential hypotheses for the root causes of several secretory-associated diseases.

## Background

The protein secretory pathway is an extensive process in eukaryal cells, as it is responsible for processing approximately one-third of all proteins. Substantial cellular resources are therefore utilized to maintain this pathway's functions, and stressed conditions in the secretory pathway have consequences for the whole cell [1]. Distress in secretory pathway organelles has been implicated as the molecular basis for several diseases, for example, β cell apoptosis in diabetes, cystic fibrosis, and prion-related disease, among others [2]. In biotechnology, efficient secretion of useful recombinant proteins in yeast and fungi is a key industrial objective with applications in enzyme production required for the production of biofuels, detergents, fabrics, food, and biologics, such as imunoglobulins, hormones, and vaccines. Significant effort has gone into engineering yeast for increasing protein secretion [3]. Strategies, such as changing environmental parameters (for example, temperature, media composition) [4] or altering genetics, can increase secretion for some proteins, but they rarely represent generic solutions for improving protein secretion [5,6]. The lack of a single engineering strategy that improves protein secretion across the board implies that there are several possible bottlenecks in the secretory pathway, and different proteins may be constrained in different ways. There is therefore a requirement for more fundamental insight into this complex pathway that involves a very large number of components.

In yeast, the secretory pathway is a multi-organelle system that is responsible for trafficking proteins to the extracellular space, cell membrane, or vacuole [7]. During this transit, multiple processes must be coordinated, including folding, specific proteolytic cleavage, glycosylation, and disulfide bond formation, all with a layer of quality control at key check points. The pathway requires substantial cellular resources to perform these tasks, such as glycans, electron acceptors, electron donors, and ATP. In the ER, the nascent peptide is folded into its native structure while disulfide bonds are formed. The rate of protein folding is dependent upon the complexity of the protein to be folded, the availability of chaperones to assist folding, and ATP used by the chaperones [1]. Proteins that are slow to fold or terminally misfolded proteins are removed from the ER via the ER-associated degradation (ERAD) pathway [8]. Disulfide bond formation requires the removal of electrons from cysteine thiols via protein disulfide isomerase (PDI) and Ero1p to the final electron acceptor, typically oxygen [9,10]. This process produces reactive oxygen species (ROS) in stoichiometric amounts to the number of disulfide bonds formed [11]. Disulfide bond formation is random, and incorrect bond pairs must be exchanged for native bonds via PDI-based processes [12]. In addition, reduced glutathione (GSH) acts as a buffer for the redox state of the ER [13]. A more detailed description of oxidative protein folding can be found in the reviews by Sevier *et al. *and Chakravarthi *et al. *[14,15].

The secretory pathway must adjust the chaperone capacity, oxidizing equivalents, ATP, glycan, and other metabolic requirements, as well as trafficking patterns, based on the portfolio of proteins that need to be expressed at a given time, and the resources required to process that set of proteins. In yeast, the unfolded protein response (UPR) is one transcriptional mechanism that adjusts secretory resources and controls to handle overload of the folding machinery in the ER [16]. In the UPR, accumulation of unfolded proteins in the ER signals a pathway that results in translation of Hac1p, a transcription factor (TF) known to activate or repress over 100 genes, including many ER-associated proteins such as Kar2p, Pdi1p, and Ero1p [17].

In this study, we identified biological mechanisms which alter the secretory pathway in response to secretion of recombinant proteins with different properties (size, number of disulfide bonds, and glycans) in a Hac1p-dependent and independent manner. The secretory pathway was perturbed by secreting a small protein, human insulin precursor (IP), or a comparatively larger protein, α-amylase, in wild-type (WT) and *Δhac1 Saccharomyces cerevisiae*. These proteins were chosen because the two proteins elicit different behavior in the secretory pathway. These differences will arise because α-amylase is a relatively larger (and likely more difficult to fold), has an odd number of cysteines (which may complicate disulfide isomerization) and has glycosylation, compared to insulin which is small, has even number of cysteines, and is not glycosylated. As well, α-amylase has one more disulfide bond than IP. To identify biological mechanisms, we characterized changes in physiological properties (specific growth rate, carbon utilization efficiency, and recombinant protein secretion), TF activity (as inferred from transcriptome analysis) and metabolic demand (as inferred by changes in metabolic flux diversion). Through this, we identified the following biological processes: amino acids recycling from degraded proteins, trans-Golgi network (TGN) sorting changes, overall expression repression, and oxidative stress. Motivated by secretory-related oxidative stress observations, we present a model for disulfide bond formation and electron transfer in the ER which takes into account thermodynamic irreversibilities caused by differences in electron affinity. The proposed model explains the non-stoichiometric ROS formation that we observed that results from disulfide bond formation and causes oxidative stress under folding-stress conditions. If proven by genetic and biochemical results, the futile cycle model yields insight into a fundamental problem in secretory stress and reveals new avenues to reduce oxidative stress and increase productivity in industrial protein production.

## Results

### Protein size and Hac1p activity affect protein secretion quantity and cell growth

Yeast strains were constructed that produce and secrete (a) IP or (b) α-amylase and were compared to yeast strains containing (c) an empty vector in both wild-type and *HAC1 *deletion backgrounds. IP and α-amylase were chosen because they are very different types of proteins to secrete. IP is 51 amino acids in length, with six cysteines forming three disulfide bonds, and no glycosylation. α-amylase is 478 amino acid in length, with nine cysteines forming only four disulfide bonds and one glycosylation. The odd number of cysteines in α-amylase complicates disulfide pairing, as the random isomerization process may incorporate the cysteine that should not be incorporated into a disulfide bond. Both proteins were targeted for secretion using a *YAP3 *pre sequence (21 amino acids, cleaved off in the ER) and a rationally designed pro sequence (TA57, 42 amino acids, no glycosylation or disulfides) were cloned behind a *TDH3 *promoter in a high copy 2 micron plasmid [18]. α-amylase was expressed using the same plasmid, promoter, and leader sequences. These strains are named WN (WT with empty vector), WI (WT secreting IP), WA (WT secreting α-amylase), dN (*Δhac1 *with empty vector), dI (*Δhac1 *secreting IP), and dA (*Δhac1 *secreting α-amylase). Strains were characterized in batch fermentation to understand the effects on cell physiology.

The cellular burden induced by (a) synthesizing and secreting IP and α-amylase and (b) deleting the key TF for the UPR, Hac1p, substantially affected the cells. Protein titers in WT strain were 9 mg/L and 20 mg/L, for IP and α-amylase, respectively (Figure 1a). On a per biomass basis, this is approximately half the insulin produced, and one-third the α-amylase reported for rich media [19,20]. Rich media appears to be favorable for heterologous protein production, but may present complications in downstream separations. Comparing the small and larger proteins, α-amylase was secreted in higher levels on a mass basis, but six-fold more insulin molecules were secreted (1.52 μM IP in WI compared to 0.26 μM α-amylase in WA). *Δhac1 *strains secreted significantly less protein than WT, confirming that Hac1p is important for efficient secretion (Figure 1a) [5].

**Figure 1:**
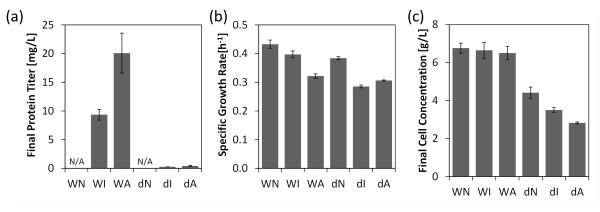
**Secretory perturbations affect yeast physiology**. **(a) **Final recombinant protein titer. *Δhac1 *strains were severely inhibited in recombinant secretion. **(b) **Specific growth rate on glucose. The combination of *Δhac1 *and recombinant secretion had the most severe effect on growth, however even in wild-type background, α-amylase hindered growth. **(c) **Final cell concentration. Wild-type, no protein secretion (WN), wild-type insulin precursor secretion (WI), wild-type α-amylase secretion (WA), *Δhac1 *no protein secretion (dN), *Δhac1 *insulin precursor secretion (dI), *Δhac1 *α-amylase secretion (dA). Measurements are mean +/- s.e.m. (*n *= 3).

Reduced specific growth rates imply impairment of cellular processes (Figure 1b). In WT yeast, IP production did not affect growth; however, α-amylase production reduced growth by 25%. This, combined with the differences in protein titers, implies that α-amylase is more challenging to fold and secrete than IP. In the *Δhac1 *background, recombinant protein strains dI and dA had approximately 20% lower growth rates compared to dN. This growth reduction occurs despite no change in specific glucose uptake rate (Additional file 1, Tables S1 and S2) pointing toward higher energy requirements to maintain homeostasis in *Δhac1 *while trying to secrete recombinant proteins. *Δhac1 *strains had overall lower final cell densities. *Δhac1 *strains produced more glycerol than WT strains implying impaired oxidative processes in the *Δhac1 *strains (Additional file 2).

### Secretory stress shifts metabolism to increase oxygen and ATP requirements

The physiological changes due to the secretory perturbations affect the distribution of resources through the metabolic network. The glucose uptake and range of products produced were altered by the protein production conditions (Table 1). Changes in the underlying metabolic network were estimated by flux balance analysis (FBA) using a yeast central carbon metabolism model, constrained by measured extracellular fluxes (Additional file 1, Tables S1 and S2, Additional files 3 and 4) [21]. Figure 2a shows a metabolic map of central carbon metabolism for each of the six conditions based on the exchange fluxes in Table 1 and the FBA analysis. The shift in metabolic fluxes were correlated with changes in redox requirements. As expected, the catabolic functions of the TCA cycle was predicted to have very low activity due to glucose repression [22]. Figure 2b shows that the oxygen uptake was twice as high in the strains that were growth inhibited (for example, WA, dI, dA) than those that were not. This increased oxygen uptake was not used for oxidative phosphorylation, as the biomass yields on glucose were lower in WA, dI, and dA, and it may therefore be a result of increased oxidation in connection with formation of disulfide bonds.

**Table 1:** Physiological parameters of recombinant protein secretion strains^a^

Strains^b^	Μ_max _[h^-1^]	Y_SX_	Y_SE_	Y_SG_	Y_SA_	Y_SCO2_	Carbon balance
WN	0.43 +/- 0.014	0.14 +/- 0.001	0.32 +/- 0.041	0.067 +/- 0.009	0.048 +/- 0.0005	0.30 +/- 0.019	0.89
WI	0.40 +/- 0.012	0.13 +/- 0.002	0.35 +/- 0.029	0.055 +/- 0.005	0.056 +/- 0.0047	0.30 +/- 0.014	0.92
WA	0.32 +/- 0.007	0.11 +/- 0.003	0.31 +/- 0.006	0.060 +/- 0.007	0.049 +/- 0.0023	0.30 +/- 0.002	0.84
dN	0.38 +/- 0.005	0.13 +/- 0.004	0.37 +/- 0.025	0.046 +/- 0.003	0.035 +/- 0.0046	0.29 +/- 0.020	0.91
dI	0.29 +/- 0.005	0.08 +/- 0.006	0.32 +/- 0.017	0.081 +/- 0.001	0.046 +/- 0.0011	0.31 +/- 0.007	0.84
dA	0.31 +/- 0.002	0.11 +/- 0.003	0.32 +/- 0.002	0.066 +/- 0.001	0.049 +/- 0.0009	0.30 +/- 0.004	0.85

^a^All yields (Y) are [g/g]. Glucose (S), biomass (X), ethanol (E), glycerol (G), acetate (A), carbon dioxide (CO2).

^b^Strain abbreviations as in Figure 1.

**Figure 2:**
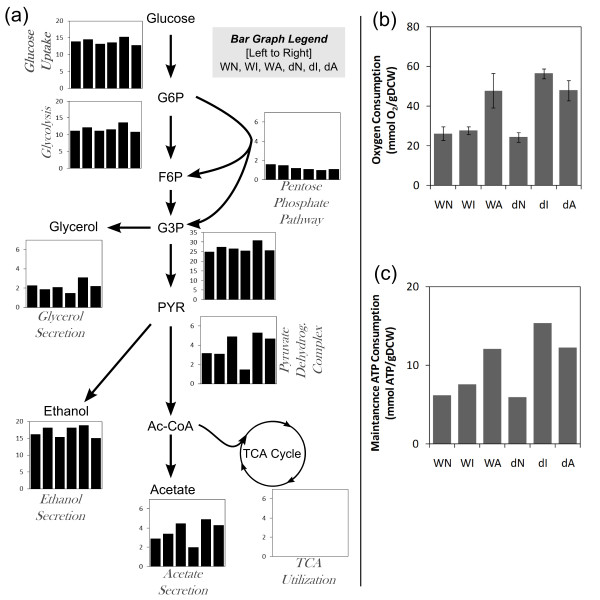
**Secretory perturbations increase oxygen and ATP consumption**. **(a) **Flux balance analysis of strains. TCA cycle is suppressed in high glucose. Bar graphs show flux in mmol/gDCW/h. Complete fluxes in Additional file 4. FBA calculations were performed using *n *= 3 measurements with errors noted in Additional file 1 (Tables **S**1 and **S**2). The average coefficient of variance for these measurements is 11%. **(b) **Oxygen required for growth. The amount of oxygen consumed for each gram of cells (DCW) formed. Oxygen measurements are mean +/- s.e.m. (*n *= 3). **(c) **Specific maintenance ATP consumption as calculated by flux balance analysis (see Materials and Methods for details of calculation). FBA calculations were performed using *n *= 3 measurements with errors noted in Additional file 1 (Table **S**1 and **S**2). The average coefficient of variance for these measurements is 11%. Wild-type, no protein secretion (WN), wild-type insulin precursor secretion (WI), wild-type α-amylase secretion (WA), *Δhac1 *no protein secretion (dN), *Δhac1 *insulin precursor secretion (dI), *Δhac1 *α-amylase secretion (dA). Gram dry cell weight (gDCW). acetyl-CoA **(Ac-CoA)**; fructose-6-phosphate **(F6P)**; glyceraldehyde-3-phosphate **(G3P)**; glucose-6-phosphate **(G6P)**; pyruvate **(PYR)**.

Figure 2c shows that the maintenance ATP consumption is increased in WA, dI, and dA according to FBA calculations. In WT background, WI did not consume a detectable increase in ATP, likely because IP is short and easily folded, thereby minimally taxing the translation and folding machinery. WA did increase two-fold in ATP consumption, most likely because α-amylase is 10-fold larger and likely more difficult to fold and has more disulfide bond pairing possibilities. In the *Δhac1 *background, folding efficiency is likely decreased due to ER dysfunction. With native secretion, dN did not require higher ATP maintenance consumption compared to WT. However, even the smaller, easier to fold IP resulted in ER stress that required significant ATP consumption compared to WT. dA, which was already stressed under WT, continued to show high ATP consumption. Despite the increased ATP consumption in dI and dA, little protein was secreted.

### Transcription factors controlling oxidative stress, amino acid salvaging, and expression repression are linked to secretory response

Growth phase transcriptomics measurements were carried out to identify cellular processes that were activated under the stresses of *HAC1 *deletion and recombinant protein production. 

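RNA from 18 bioreactor cultures, 3 for each of 6 strains, was measured on Affymetrix Yeast Genome 2.0 arrays. The strains were wild type or HAC1 deleted, and each background carried an empty vector (WN and dN), a vector for insulin precursor (WI and dI) or a vector for α-amylase (WA and dA). HAC1 encodes the transcription factor of the unfolded protein response, and the vectors carry URA3, a gene of uracil synthesis, as their marker. The HAC1 signal was 10.63 ± 0.10 (SD, n = 3) in WN and 1.31 ± 0.12 (SD, n = 3) in dN on the log2 scale, and all 9 arrays of the deletion strains were at the background of the array. Cultures were sampled at an A600 of 1.0 to 1.4. The authors processed the scans by the background correction of RMA, qspline normalization and a median polish over the probes of each gene, and deposited log2 values. These values were used as deposited, with no further normalization. Of 10928 probe sets, 5498 were paired with a gene of S. cerevisiae, and 1 probe set per gene, the one with the highest mean signal, was kept to give 5449 genes. A linear model with a mean for each strain was fitted to all 18 arrays with limma, and a gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg). A change is given as a log2 fold change with its standard error, in which the spread is shared between the 6 strains. Each of 52 lists of genes, fixed before the values were examined, was also tested as a group against all other genes with camera at a preset correlation of 0.01 between genes. With a correlation estimated from the data instead, shown beside each call, calls held for 3 lists in dN against WN, for 2 in dI against WI and for 0 in the other comparisons. The third replicate of dN lay farther from its group than any other array, with a residual SD of 0.361 against 0.0768 to 0.250 for the other arrays. Values without it are therefore given where it moves a count by more than 1.5-fold or ends a call. For a list, the adjusted p without any other array is given where it crosses 0.05 or the direction turns. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the calls rest on the variance that limma shares between genes.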

*HAC1 *deletion resulted in 339 significantly changed genes in the no recombinant protein case (WN *vs*. dN). 

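Between dN and WN, 1170 of 5449 genes changed, with 517 higher and 653 lower in the deletion strain, and 1147 changed without dN replicate 3. Without WN replicate 1 the count was 761, without WN replicate 2 724 and without dN replicate 2 1885, and the fit of only these 2 strains called 63 higher and 280 lower. HAC1 (YFL031W) fell the most, by at least 69.5-fold, since it was at background in dN. ULI1, an unfolded protein response target of unknown function, had a log2 fold change of -3.45 (standard error 0.11, adjusted p = 9.36e-12). SIL1, the nucleotide exchange factor of the ER Hsp70, changed by -3.08 (standard error 0.10, adjusted p = 1.56e-11), and MCD4, which adds ethanolamine phosphate to the glycosylphosphatidylinositol anchor, changed by -2.60 (standard error 0.10, adjusted p = 9.9e-11). The largest rise was in HPF1, a mannoprotein of the cell wall, at 2.29 (standard error 0.26, adjusted p = 9.26e-06), followed among strongly expressed genes by SFK1, a plasma membrane protein, at 1.66 (adjusted p = 4.6e-06). Of 20 genes of COPII transport from the ER to the Golgi, none was higher, 15 were lower and 5 did not pass the test, and the list was called lower as a group (adjusted p = 1.17e-12 from camera, 0.0258 with an estimated correlation). The COPII transport list gave 0 higher and 15 lower when adjusted over the list alone. Among 24 N-glycosylation genes, none rose, 10 fell and 14 did not pass, led by SEC59 (-1.31), ALG6 (-0.87) and DPM1 (-1.09), with the list lower (adjusted p = 4.56e-06 from camera, 0.302 with an estimated correlation). The N-glycosylation list gave 0 higher and 11 lower when adjusted over the list alone. ER-associated degradation showed none higher, 7 lower and 9 not passing, and the list was called lower (adjusted p = 0.000162 from camera, 0.279 with an estimated correlation). DER1, a channel component gene of that pathway, was 3.99-fold lower. The ER-associated degradation list gave 0 higher and 7 lower when adjusted over the list alone. In the opposite direction, of 62 genes of amino acid biosynthesis 40 were higher, 2 were lower and 20 did not pass the test, with a median log2 fold change of 0.39 and the list higher as a group (adjusted p = 1.62e-11 from camera, 0.182 with an estimated correlation). The amino acid biosynthesis list gave 44 higher and 2 lower when adjusted over the list alone, and 28 higher and 1 lower over all genes without dN replicate 3. Its members included ARG7 (0.71), LYS2 (0.83) and ARG3 (1.16). Of 24 genes of the iron regulon, 8 rose, none fell and 16 did not pass, among them the ferric reductase gene FRE1 (1.45) and the copper transporter gene CCC2 (0.64), and the list was called higher (adjusted p = 0.00341 from camera, 0.368 with an estimated correlation). The iron regulon list gave 8 higher and 0 lower when adjusted over the list alone. At least 2-fold, 24 genes were higher and 115 lower. The 3 arrays of each strain did not overlap in 30.8% of genes, where chance gives 10%.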

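Deleting HAC1 changed 1103 genes in the strains producing insulin precursor (dI against WI, 516 higher and 587 lower) and 1262 in those producing α-amylase (dA against WA, 523 higher and 739 lower). With dN replicate 3 left out of the shared spread the counts were 1634 and 1833. Across the deletion comparisons with no protein, insulin precursor and α-amylase, 98 genes were higher in all 3, 383 were lower in all 3, and 5 were called in all 3 but not in a single direction. ULI1 was lower by 13.8-fold in dI and 11.7-fold in dA, and SIL1 by 8.36-fold and 7.7-fold. HPF1 was again among the largest rises, at 2.50 (standard error 0.26, adjusted p = 3.67e-06) in dI and 2.54 (standard error 0.26, adjusted p = 3.66e-06) in dA. The phosphate transporter genes PHO84 and PHO89 were higher in dA than in WA, by 3.42 (standard error 0.80, adjusted p = 0.00577) and 2.70 (standard error 0.76, adjusted p = 0.0176). Of 26 textbook targets of the heat shock factor, 17 were higher, none was lower and 9 did not pass the test in dI, and the list was called higher (adjusted p = 8.38e-07 from camera, 0.41 with an estimated correlation). In dA, 10 rose, none fell and 16 did not pass, also with the list higher (adjusted p = 0.00012 from camera, 0.496 with an estimated correlation). The co-chaperone gene STI1 changed by 0.62 (adjusted p = 1.94e-05) in dI and 0.50 (adjusted p = 0.000182) in dA. The Hsf1 targets list gave 17 higher and 1 lower (dI) and 11 higher and 0 lower (dA) when adjusted over the list alone, and 18 higher and 1 lower (dI) over all genes without dN replicate 3. The respiratory chain list had 9 higher, none lower and 25 not passing in dI, where the list was called higher (adjusted p = 9.5e-05 from camera, 0.472 with an estimated correlation), and 4 higher, 1 lower and 29 not passing in dA, where it did not pass (adjusted p = 0.0847 from camera). The respiratory chain list gave 10 higher and 0 lower (dI) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 8 higher and 2 lower (dA) over all genes without dN replicate 3. Respiratory chain had adjusted p = 0.0488 without WA replicate 1 (dA). Of 11 genes of peroxisomes and beta-oxidation, none was higher, 8 were lower and 3 did not pass the test in dA, including the acyl-CoA oxidase gene POX1, at background in dA and at least 2.03-fold lower, and the list was called lower (adjusted p = 0.000602 from camera, 0.496 with an estimated correlation). The peroxisome and beta-oxidation list gave 0 higher and 8 lower when adjusted over the list alone. The share of genes whose 3 arrays did not overlap was 46% in the insulin precursor strains and 45.7% in the α-amylase strains, against 10% by chance. Across genes, the log2 fold changes of the deletion correlated with r = 0.738 between the insulin precursor and α-amylase comparisons, which share no array, and genes are not independent replicates.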

*HAC1 *deletions in the insulin strain and α-amylase strain resulted in much larger cellular responses of 1628 (WI *vs*. dI) and 1511 (WA *vs*. dA) significantly expressed genes, respectively. 

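KAR2 (YJL034W), the Hsp70 chaperone of the ER lumen, fell from 12.14 ± 0.03 (SD, n = 3) in WN to 10.53 ± 0.05 (SD, n = 3) in dN on the log2 scale, which is 3.05-fold lower (standard error 0.08 on the log2 scale, adjusted p = 6.39e-10). The protein disulfide isomerase PDI1 (YCL043C) changed by -0.82 (standard error 0.10, adjusted p = 1.75e-05), and its homologs EUG1, MPD1 and MPD2 by -2.37 (standard error 0.12, adjusted p = 6.39e-10), -2.58 (standard error 0.11, adjusted p = 1.68e-10) and -0.96 (standard error 0.09, adjusted p = 2.22e-06). The mean of the 4 isomerase genes was 3.21-fold lower in dN, and its 3 arrays lay below all 3 of WN (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). The mean of their 4 separate folds was 3.71. ERO1, the oxidase that passes electrons from the isomerases to oxygen, changed by -2.56 (standard error 0.12, adjusted p = 6.39e-10). Of 13 genes for ER chaperones and their cofactors, none was higher, 8 were lower and 5 did not pass the test, with a median log2 fold change of -1.38. As a group the chaperones were called lower (adjusted p = 7.11e-11 from camera, 0.182 with an estimated correlation). The ER chaperones list gave 0 higher and 8 lower when adjusted over the list alone. The Hsp40 genes JEM1 and ERJ5 had a log2 fold change of -2.43 (adjusted p = 5.07e-10) and -1.38 (adjusted p = 6.39e-10), while the calnexin gene CNE1 had 0.04 (adjusted p = 0.793). Among the 7 genes of disulfide formation, none rose, 6 fell and 1 did not pass, and this list was called lower (adjusted p = 2.9e-08 from camera, 0.0258 with an estimated correlation). The disulfide formation list gave 0 higher and 6 lower when adjusted over the list alone.

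**Figure D1:**
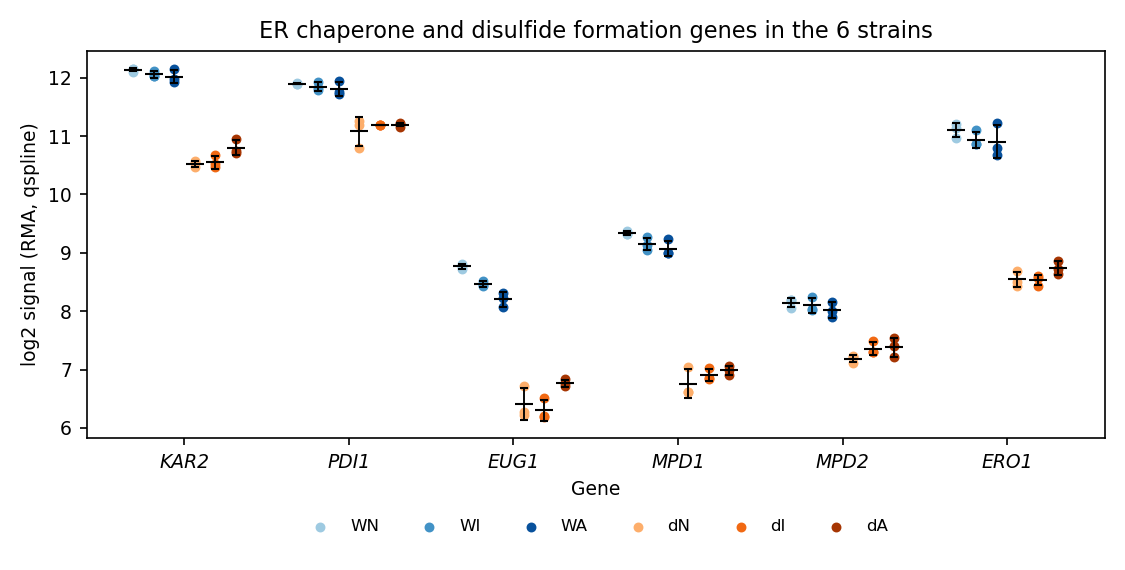
Log2 signal of 6 ER genes in the 6 strains (vertical axis, log2 units, and horizontal axis, gene, with the strains side by side in different colours). Each point is a bioreactor culture (n = 3 per strain), the bar is the mean and the whisker the SD. The deletion strains lie below the wild type strains for each gene, as with KAR2 at 10.47 to 10.96 against 11.93 to 12.15.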

*KAR2 *(ER chaperone) expression was significantly reduced upon *HAC1 *deletion (↓ three-fold dN vs WTN, *P *= 1 × 10^-4^) and the four yeast protein disulfide isomerases (*PDI1, EUG1, MPD1, MPD2*) reduced an average of 2.9-fold (*P *< 0.05).

The effects of producing IP or α-amylase within a strain background (WT or *HAC1*) were not as pronounced as the effect of *HAC1 *deletion, 40 and 194 genes were significantly changed in WI (compared to WN) and WA (compared to WN). 

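Insulin precursor production in wild type changed 16 genes (15 higher, 1 lower), and α-amylase production changed 261 (177 higher, 84 lower). With dN replicate 3 left out of the shared spread, 54 and 520 genes changed. Leaving out 1 array gave 5 (without WI replicate 2) to 20 (without WN replicate 3) for WI and 97 (without WN replicate 1) to 237 (without WA replicate 1) for WA, and fits of only the strains compared gave 31 and 167. URA3 (YEL021W), the marker gene of the vector, was the only gene lower in WI, at 10.87 ± 0.06 (SD, n = 3) against 12.08 ± 0.10 (SD, n = 3) in WN, and it fell further in WA, to 10.10 ± 0.11 (SD, n = 3). These are falls of 2.31-fold and 3.94-fold. HSP26, a small heat shock protein gene, had the largest rise in WI at 1.23 (standard error 0.17, adjusted p = 0.00299). The hexokinase gene HXK1 changed by 1.09 (standard error 0.21, adjusted p = 0.0381) and SOL4, a lactonase gene of the pentose phosphate pathway, by 0.99 (standard error 0.11, adjusted p = 0.000829). In WA the α-factor gene MF(ALPHA)1 rose from 5.16 ± 0.16 (SD, n = 3) to 7.73 ± 0.27 (SD, n = 3), the largest rise there (adjusted p = 2.88e-07). The paper gives the parent strain as MAT a, and this gene had been set beforehand as a marker of the opposite mating type. Its WN signal lay not far above the background of 4.42 to 4.51 in those arrays, and why it rose was not tested. YRO2, a membrane protein gene induced by several stresses, changed by 2.11 (adjusted p = 1.06e-07) in WA and 0.95 (adjusted p = 0.00258) in WI. Of 32 textbook targets of the general stress factors Msn2 and Msn4, 6 were higher, none was lower and 26 did not pass the test in WI, and 17 rose, none fell and 15 did not pass in WA. Camera called the list higher as a group in WI (adjusted p = 4.53e-34 from camera, 0.239 with an estimated correlation) and in WA (adjusted p = 6.25e-23 from camera, 0.338 with an estimated correlation). The Msn2/4 targets list gave 16 higher and 0 lower (WI) and 23 higher and 1 lower (WA) when adjusted over the list alone, and 14 higher and 0 lower (WI) over all genes without dN replicate 3. Of the 15 genes higher in WI, 14 were also higher in WA, where unrelated lists of these sizes would share 0.49. Both comparisons use the same WN arrays. Their log2 fold changes correlated across genes with r = 0.787, against 0.497 in simulated data that share only those arrays, and genes are not independent replicates. The arrays of the pair did not overlap in 16.4% of genes for WI and 24.8% for WA, where 10% is expected by chance.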

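In the deletion background, 699 genes changed with insulin precursor (dI against dN, 384 higher and 315 lower) and 641 with α-amylase (dA against dN, 322 higher and 319 lower). Leaving out dN replicate 3 gave 906 and 1344 genes, and fits of only the strains compared called 60 higher and 11 lower in dI and 55 higher and 27 lower in dA. Over all arrays left out in turn, counts ranged from 356 (without dI replicate 3) to 1186 (without dN replicate 2) for dI and from 333 (without dA replicate 1) to 1344 (without dN replicate 3) for dA. The stress protein gene DDR2 and the cytochrome c isoform gene CYC7 rose the most in dI, by 2.33 (standard error 0.27, adjusted p = 4.51e-05) and 2.30 (standard error 0.19, adjusted p = 1.84e-06). In dA the glycogen phosphorylase gene GPH1 led with 2.42 (standard error 0.14, adjusted p = 3.94e-08), and CYC7 rose 5.18-fold. URA3 had the largest fall in each comparison, 4.95-fold in dI (adjusted p = 2.9e-10) and 11.3-fold in dA (adjusted p = 5.85e-13). FRE4, a ferric reductase gene at background in both producing strains, fell by at least 1.82-fold in dI and at least 1.95-fold in dA. Of the 32 Msn2 and Msn4 targets, 27 were higher, none was lower and 5 did not pass the test in dI and 25 rose, none fell and 7 did not pass in dA, with medians of 1.03 and 0.81. In this list dN replicate 3 lay below the other dN arrays, by a mean of -0.67 on the log2 scale, which raises both medians. Camera called the list higher in dI (adjusted p = 9.52e-31 from camera, 0.165 with an estimated correlation) and in dA (adjusted p = 7.62e-26 from camera, 0.277 with an estimated correlation). The Msn2/4 targets list gave 30 higher and 0 lower (dI) and 27 higher and 0 lower (dA) when adjusted over the list alone. Glycolysis, of 15 genes, had 7 higher, none lower and 8 not passing in dI and 4 higher, none lower and 11 not passing in dA, and was called higher as a group in dI (adjusted p = 2e-07 from camera, 0.35 with an estimated correlation) and in dA (adjusted p = 3.2e-07 from camera, 0.313 with an estimated correlation). The glycolysis list gave 11 higher and 0 lower (dI) and 10 higher and 0 lower (dA) when adjusted over the list alone. TDH1 and ENO1, encoding glyceraldehyde-3-phosphate dehydrogenase and enolase, changed by 1.41 and 0.69 in dI and by 1.06 and 0.63 in dA. The comparisons shared 202 genes that were higher and 142 that were lower, against 22.69 and 18.44 for unrelated lists. They also share the dN arrays: r = 0.767 across genes, with 0.497 in simulated data that share only those arrays. The simulation gave each group the same spread, but residual SDs were 0.155 to 0.361 in dN, 0.0784 to 0.114 in dI and 0.0768 to 0.107 in dA. A wider spread of the shared arrays raises this correlation by itself. The value of 0.497 is therefore too low a mark, and a shared response is not shown by it. Genes with non-overlapping arrays made up 24.8% for dI and 23.5% for dA, with 10% by chance.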

Likwsise, 74 and 90 genes were significantly changed for dI (compared to dN) and dA (compared to dN).

To reduce the dimensionality of the data and identify putative TFs involved in protein secretion, the Reporter Transcription Factor algorithm was used [23]. TFs were scored by the modulation in expression level of genes that the TFs bind in the upstream region according to ChIP-chip data [24]. Therefore, the score is not indicative of change in the TF expression level itself, but of the genes under its influence. 

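The arrays also give the mRNA of the transcription factors themselves. The 27 taken here are those named in the article itself other than HAC1, the deleted gene, together with MSN4 and ARG80, which only Additional file 5 lists. The other factors of the supplement were not examined as a set. In WI none of the 27 passed limma at an adjusted p under 0.05, and in WA 5 rose, namely MSN4 (0.57), PHD1 (0.85), GCN4 (0.29), ARG80 (0.38) and CUP9 (0.41). In dI 4 rose, CIN5, MSN4 (0.52), GCN4 (0.31) and CUP9 (0.39). In dA 5 rose, CIN5, YAP6 (0.55), MSN4 (0.60), ASH1 (0.59) and PHD1 (0.80), and none fell in any of these strains. MSN4, a general stress factor gene, had an adjusted p of 0.00551 in WA, 0.00479 in dI, 0.00207 in dA and 0.307 in WI, where its log2 fold change was 0.37. CIN5, a bZIP factor gene, lay at background in 2 of the 3 dN arrays, so no size is given for its rise (adjusted p = 0.0239 in dI and 0.0135 in dA). SKN7, of the oxidative stress response, had a log2 fold change of 0.06 (adjusted p = 0.779) in WA and -0.14 (adjusted p = 0.279) in dI, and YAP1 had 0.13 (adjusted p = 0.461) and 0.05 (adjusted p = 0.736). Upon HAC1 deletion without a recombinant protein, 4 were higher, SKO1 (0.25), YAP6 (0.49), BAS1 (0.33) and RTG3 (0.27), and none was lower. Between dI and WI, 7 were higher, CIN5, SKO1, YAP1, YAP6, GCN4, RTG3 and CUP9, and 1 lower, MSN1 (-0.34). Between dA and WA 4 were higher, YAP6, ASH1, MET32 and PUT3, and 3 lower, MSN1 (-0.23), STE12 (-0.33) and ARG81 (-0.29). An mRNA level does not show how much of a factor is active or bound.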

Reporter TF algorithm is useful, because although the statistical significance of an individual gene may not meet an arbitrary threshold, if several genes linked to the same TF have similar behavior, the likelihood of observing the group of genes is low, making TF identification very sensitive. Figure 3 shows significant secretory process TFs shown to be involved in up- and down-regulating different cellular process under their control. 

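Compared directly, WA and WI differed in 27 genes, of which 22 were higher and 5 lower in WA, and dA and dI differed in 54, of which 15 were higher and 39 lower in dA. Leaving dN replicate 3 out of the shared spread gave 66 and 375 genes, leaving out 1 array of the pair gave 12 (without WA replicate 2) to 36 (without WA replicate 1) between WA and WI and 17 (without dI replicate 3) to 58 (without dI replicate 2) between dA and dI, and fits of only the strains compared gave 23 and 473. MF(ALPHA)1, the α-factor gene set as a marker of the opposite mating type, was 3.29-fold higher in WA than in WI, and the maltase gene MAL32 2.01-fold (adjusted p = 7.16e-05 and 0.00855). YRO2 also separated them, at 1.17 (standard error 0.13, adjusted p = 0.000187). URA3 was lower with α-amylase than with insulin precursor in both backgrounds, by -0.77 (adjusted p = 0.000292) in wild type and -1.20 (adjusted p = 3.89e-06) in the deletion strains. SAM1, an S-adenosylmethionine synthetase gene, was lower in WA than in WI and higher in dA than in dI, at -0.37 (adjusted p = 0.0144) and 0.38 (adjusted p = 0.0101). In dA the osmotic stress genes GRE1 and SIP18 were at background and lay below dI by at least 2.61-fold and at least 1.6-fold. The osmotic stress list, of 16 genes, had none higher, 2 lower and 14 not passing in dA against dI, and was called lower (adjusted p = 1.37e-06 from camera, 0.63 with an estimated correlation). The osmotic stress list gave 0 higher and 7 lower when adjusted over the list alone, and 0 higher and 11 lower over all genes without dN replicate 3. Ribosomal protein genes gave no call for any single member of 127 in dA against dI, but were called higher as a group by a median of 0.15 (adjusted p = 1.07e-12 from camera, 0.647 with an estimated correlation). Ribosomal proteins gave 0 higher, 0 lower and 127 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone. Between WA and WI, of 23 genes of methionine and sulfur metabolism, none was higher, 1 was lower and 22 did not pass the test, and the list was called lower in WA (adjusted p = 3.98e-07 from camera, 0.842 with an estimated correlation). The methionine and sulfur list gave 0 higher and 3 lower when adjusted over the list alone. Arrays that did not overlap were found for 16.4% of genes between WA and WI and 32.1% between dA and dI, with 10% by chance.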

Interestingly, different TFs were identified for the two different proteins. This is likely the combined effect of different protein size and number of disulfide bonds. A complete list of significant transcription factors is provided in Additional files 5 and 6.

**Figure 3:**
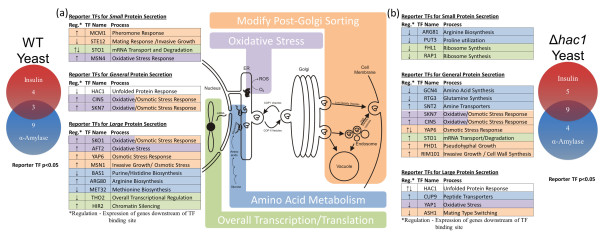
**Transcription factors activated by recombinant protein secretion**. Transcription factors were scored based on significantly changed genes in **(a) **wild-type strains, and **(b) ***Δhac1*. Venn diagram shows the number of secretory-related transcription factors activated in insulin precursor and α-amylase compared to no protein secretion. Table lists secretory-related transcription factors in small (insulin precursor) and large (α-amylase) protein secretion. Color coding indicates common secretory mechanisms as shown in diagram: modifying *trans*-Golgi network sorting (orange), oxidative stress (purple), amino acid metabolism (blue), and transcription and translation (green).

In WT (Figure 3a), several TFs were activated by protein secretion. 

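Against WN, of 31 genes of the thioredoxin, glutathione, catalase and superoxide dismutase systems, none changed in WI by limma at an adjusted p under 0.05, and 4 were higher, none was lower and 27 did not pass the test in WA. The oxidant defence list gave 4 higher and 0 lower when adjusted over the list alone, and 4 higher and 2 lower over all genes without dN replicate 3. The 4 that rose in WA were the catalase genes CTA1 (adjusted p = 0.00349, at background in both strains, so no fold is given) and CTT1 at 0.90 (standard error 0.23, adjusted p = 0.0363), the mitochondrial peroxiredoxin gene PRX1 at 0.72 (standard error 0.13, adjusted p = 0.00536) and the superoxide dismutase gene SOD2 at 0.27 (standard error 0.06, adjusted p = 0.0153). In WI the other 3 had log2 fold changes of 0.52, 0.41 and 0.15. As a group, oxidant defence did not pass in WI (adjusted p = 0.089 from camera) or in WA (adjusted p = 0.33 from camera), with medians of 0.01 and 0.04. Oxidant defence gave 0 higher, 0 lower and 31 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). Oxidant defence had adjusted p = 0.0213 without WN replicate 2 (WI), 0.0449 without WI replicate 2 (WI) and 0.0135 without WI replicate 3 (WI). The list of 16 osmotic stress genes does not single out hypo-osmotic stress, and its HSP12, CTT1, ALD3 and GRE3 are also among the Msn2 and Msn4 targets. Of these 16 genes, none passed the test in WI and 3 rose, none fell and 13 did not pass in WA. This list was called higher as a group in WI (adjusted p = 0.0013 from camera, 0.616 with an estimated correlation) and in WA (adjusted p = 0.0164 from camera, 0.759 with an estimated correlation), and the difference between the osmotic and oxidant lists was not tested. The osmotic stress list gave 3 higher and 0 lower (WI) and 3 higher and 0 lower (WA) when adjusted over the list alone, and 2 higher and 0 lower (WI) over all genes without dN replicate 3. By limma, 5 (WI) of these genes had an unadjusted p under 0.05. Osmotic stress had adjusted p = 0.0669 without WN replicate 3 (WI), 0.108 without WN replicate 3 (WA) and 0.381 without WA replicate 1 (WA). HSP12, a small membrane stabilising heat shock protein gene, had a log2 fold change of 1.12 (adjusted p = 0.00198) in WA and 0.60 (adjusted p = 0.395) in WI, and the glycerol dehydrogenase gene GCY1 had 0.55 (adjusted p = 0.0126) and 0.45 (adjusted p = 0.199). STL1, for glycerol uptake, was at background in all arrays and did not pass (adjusted p = 0.987 in WI and 0.779 in WA), and GPD1, for glycerol synthesis, had values of -0.09 and -0.01, neither passing. Of 22 cell wall integrity genes, 2 were higher, none was lower and 20 did not pass the test in WA, and the list did not pass there (adjusted p = 0.855 from camera). Its SPI1, a cell wall protein gene, changed by 1.55 (adjusted p = 3.9e-05). The cell wall integrity list gave 2 higher and 0 lower when adjusted over the list alone. In WA the test of cell wall integrity pointed up, with a median of -0.09 and a mean of 0.04. The number of WI genes at an unadjusted p under 0.05 was 334 over all genes tested.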

Oxidative and osmotic stress pathway up-regulation was common to both proteins. Oxidative stress is likely caused by ROS that is formed when Ero1p shuttles electrons to oxygen in disulfide bond formation [25]. Osmotic stress response, particular hypo-osmotic stress, strengthens the cell wall to counteract internal turgor pressure by changing the cell wall composition. This change in composition requires remodeling the secretory pathway by changing which components are trafficked to the cell wall [26]. 

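Against WN, of 13 ER chaperone genes, none passed the test in WI and none rose, 1 fell and 12 did not pass in WA, and the medians were -0.17 and -0.31. Camera called the list lower in WI (adjusted p = 0.00046 from camera, 0.499 with an estimated correlation) and in WA (adjusted p = 1.65e-05 from camera, 0.358 with an estimated correlation). The ER chaperones list gave 0 higher and 1 lower (WI) and 0 higher and 9 lower (WA) when adjusted over the list alone, and 0 higher and 4 lower (WA) over all genes without dN replicate 3. By limma, 2 (WI) of these genes had an unadjusted p under 0.05. N-glycosylation, of 24 genes, had none higher, 1 lower and 23 not passing in WA, with OST2, a subunit of the oligosaccharyltransferase, at -0.35 (adjusted p = 0.0335). It was called lower as a group in WI (adjusted p = 0.00204 from camera, 0.499 with an estimated correlation) and in WA (adjusted p = 2.09e-05 from camera, 0.358 with an estimated correlation). The N-glycosylation list gave 0 higher and 1 lower (WA) when adjusted over the list alone. N-glycosylation gave 0 higher, 0 lower and 24 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). For 20 COPII genes the WA median was -0.17 (adjusted p = 1.65e-05 from camera, 0.338 with an estimated correlation) and the WI median -0.10 (adjusted p = 0.00139 from camera, 0.434 with an estimated correlation). No COPII gene passed in WI, and in WA none passed the test. The COPII transport list gave 0 higher and 0 lower (WA) when adjusted over the list alone, and 0 higher and 1 lower (WA) over all genes without dN replicate 3. By limma, 8 (WA) of these genes had an unadjusted p under 0.05. COPII transport gave 0 higher, 0 lower and 20 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). The isomerase homolog EUG1 had a log2 fold change of -0.57 (standard error 0.12, adjusted p = 0.00994) in WA and -0.31 (adjusted p = 0.69) in WI. In the disulfide list of 7 genes, none was higher, 1 was lower and 6 did not pass the test in WA, and it was called lower there (adjusted p = 0.0114 from camera, 0.358 with an estimated correlation). In WI it did not pass (adjusted p = 0.0631 from camera). The disulfide formation list gave 0 higher and 1 lower (WA) when adjusted over the list alone, and 0 higher and 2 lower (WA) over all genes without dN replicate 3. For disulfide formation, leaving out dN replicate 3 gave adjusted p = 0.0435 (WI). Disulfide formation gave 0 higher, 0 lower and 7 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). Disulfide formation had adjusted p = 0.0575 without WA replicate 2 (WA), 0.0324 without WN replicate 3 (WI) and 0.0112 without WI replicate 1 (WI).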

Surprisingly, the Reporter TF algorithm found several Hac1p-influenced genes down-regulated. Genes that Hac1p binds from the ChIP-chip data that are significantly down-regulated are *KEG1, MCD4*, and *ERJ5. 

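KEG1 (YFR042W), for β-1,6-glucan synthesis, had a log2 fold change of -0.12 (standard error 0.11, adjusted p = 0.985) in WI and -0.44 (standard error 0.11, adjusted p = 0.0296) in WA. MCD4, of glycosylphosphatidylinositol anchor synthesis, had a log2 fold change of -0.30 (standard error 0.10, adjusted p = 0.536) in WI and -0.44 (standard error 0.10, adjusted p = 0.0231) in WA, and ERJ5 (YFR041C), the Hsp40 of the ER, had -0.23 (standard error 0.07, adjusted p = 0.301) and -0.35 (standard error 0.07, adjusted p = 0.00559). All 3 genes therefore passed in WA and none in WI. The direct difference between WA and WI was -0.32 (adjusted p = 0.363) for KEG1, -0.14 (adjusted p = 0.969) for MCD4 and -0.12 (adjusted p = 0.806) for ERJ5, so no difference between the proteins passed. Of 22 genes of anchor synthesis, none was higher, 2 were lower and 20 did not pass the test in WA, GPI15 with -0.47 being the other, and none passed in WI. The anchor list was called lower as a group in WI (adjusted p = 0.00139 from camera, 0.499 with an estimated correlation) and WA (adjusted p = 0.00012 from camera, 0.359 with an estimated correlation). The GPI anchor list gave 0 higher and 2 lower (WA) when adjusted over the list alone. GPI anchor gave 0 higher, 0 lower and 22 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI).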

KEG1 *and *MCD4 *genes are involved in glycan modifications and *ERJ5 *is a secondary ER chaperone [27-29]. These genes may be influenced by other TFs not included in the ChIP-chip network. 

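KAR2 had a log2 fold change of -0.08 (standard error 0.08, adjusted p = 0.987) in WI and -0.12 (standard error 0.08, adjusted p = 0.491) in WA, so neither change passed. ERO1 had a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.981) and -0.20 (standard error 0.12, adjusted p = 0.451), which also did not pass. Its signal was 11.10 ± 0.12 (SD, n = 3) in WN, 10.94 ± 0.14 (SD, n = 3) in WI and 10.91 ± 0.29 (SD, n = 3) in WA. HAC1 itself had a log2 fold change of 0.16 (adjusted p = 0.985) in WI and 0.12 (adjusted p = 0.72) in WA. The array measures HAC1 RNA whether or not it is spliced, so the amount of active factor was not measured. PDI1 had a log2 fold change of -0.05 (adjusted p = 0.987) and -0.10 (adjusted p = 0.676), MPD1 had -0.19 (adjusted p = 0.918) and -0.26 (adjusted p = 0.207), and MPD2 had -0.05 (adjusted p = 0.987) and -0.13 (adjusted p = 0.545), while the isomerase homolog gene EUG1 passed in WA and not in WI. Of other genes that fell upon HAC1 deletion, MCD4 and ERJ5 passed in WA and not in WI, and SIL1 passed in neither, at -0.15 (adjusted p = 0.979) in WI and -0.34 (adjusted p = 0.0816) in WA. Which values passed does not show a difference between these genes, and such a difference was not tested. ULI1 was at 0.14 (adjusted p = 0.985) and -0.30 (adjusted p = 0.16). ER-associated degradation gave no call for a single gene in either strain over all genes, and the list was called lower in WI (adjusted p = 0.0168 from camera, 0.499 with an estimated correlation) and in WA (adjusted p = 0.0215 from camera, 0.519 with an estimated correlation). ER-associated degradation gave 0 higher, 0 lower and 16 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI), and 0 higher, 0 lower and 16 not passing over all genes and 0 higher and 1 lower when adjusted over the list alone (WA). ER-associated degradation had adjusted p = 0.0726 without WI replicate 2 (WI), 0.0573 without WI replicate 3 (WI) and 0.142 without WA replicate 2 (WA).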

Genes known to be regulated by Hac1p (*KAR2 *and *ERO1*) were not significantly changed upon secreting recombinant protein, indicating that there is not an actual Hac1p response in the WT.

Clear differences between large and small protein secretion emerge in WT. IP stimulated modification of the TGN through *MCM1 *and *STE12*. 

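In WI the 37 genes of trans-Golgi sorting, the exocyst and vesicle fusion gave 0 calls by limma at an adjusted p under 0.05. Camera called the list lower as a group by a median of -0.07 (adjusted p = 0.0123 from camera, 0.517 with an estimated correlation). Its smallest adjusted p values belonged to the adaptor genes APL2 (-0.14) and APS1 (-0.19) and the exomer gene BCH2 (-0.14). Trans-Golgi and exocytosis gave 0 higher, 0 lower and 37 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone. Trans-Golgi and exocytosis had adjusted p = 0.0766 without WN replicate 2 and 0.141 without WI replicate 3. MCM1, which encodes a regulator of mating and cell cycle genes, had a log2 fold change of 0.16 (standard error 0.08, adjusted p = 0.82), and STE12, for the pheromone response factor, had 0.14 (standard error 0.11, adjusted p = 0.982). Of 22 pheromone response genes none passed, with AGA2, an agglutinin subunit gene, at 0.35 (adjusted p = 0.69) and the kinase gene FUS3 at 0.36 (adjusted p = 0.724), and the list did not pass (adjusted p = 0.154 from camera). Pheromone response gave 0 higher, 0 lower and 22 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone. Pheromone response had adjusted p = 0.046 without WI replicate 1. The CLB2 cluster of 15 genes, which Mcm1 regulates with Fkh2 and Ndd1, was called higher as a group by a median of 0.17 (adjusted p = 7.53e-05 from camera, 0.434 with an estimated correlation), and none passed the test. The G2/M cell cycle list gave 0 higher and 0 lower when adjusted over the list alone, and 1 higher and 0 lower over all genes without dN replicate 3. By limma, 3 of these genes had an unadjusted p under 0.05. Its mitotic cyclin genes CLB1 and CLB2 had log2 fold changes of 0.35 and 0.44, and SWI5, a factor gene of late mitosis, 0.21. Genes of G1/S numbered 22 and did not pass (adjusted p = 0.167 from camera). G1/S cell cycle gave 0 higher, 0 lower and 22 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone.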

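STO1, for the large subunit of the nuclear cap-binding complex, had a log2 fold change of -0.09 (standard error 0.12, adjusted p = 0.987) in WI and -0.01 (standard error 0.12, adjusted p = 0.987) in WA. Of 23 genes of decapping, deadenylation and decay none passed in WI, and none passed the test in WA. The list did not pass in WI (adjusted p = 0.545 from camera) or WA (adjusted p = 0.502 from camera). The mRNA decay list gave 0 higher and 0 lower (WA) when adjusted over the list alone, and 1 higher and 0 lower (WA) over all genes without dN replicate 3. By limma, 2 (WA) of these genes had an unadjusted p under 0.05. mRNA decay gave 0 higher, 0 lower and 23 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). XRN1, the cytoplasmic exonuclease gene, was at -0.10 (adjusted p = 0.985) in WI, and the decapping activator genes EDC1 and EDC2 were at 0.33 (adjusted p = 0.162) and 0.43 (adjusted p = 0.422) in WA. Deposited values are scaled array by array, so a fall in the total amount of mRNA per cell would not appear in them. Genes at least 2-fold changed numbered 4 in WI and 36 in WA, and the largest fall after URA3 in WA was in MMP1, an S-methylmethionine permease gene, at -1.42 (standard error 0.23, adjusted p = 0.00198). YGP1, a gene for a secreted stress glycoprotein, rose by 1.97 (standard error 0.27, adjusted p = 0.000414) in WA, and MAL11, a maltose transporter gene, was called higher (adjusted p = 2.56e-05) with 2 of the 3 WN arrays at background.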

Overall expression is reduced by altering mRNA degradation pathways via *STO1*. α-amylase had a much larger effect on the cell, as compared to IP, as was implied by physiological parameters of Figure 1 and number of altered genes. Additional oxidative and osmotic stress pathways were activated in WA, as well as a down-regulation in some amino acid synthesis pathways and overall reduction of transcription.

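Amino acid synthesis did not move in a single direction in WA. Of 62 genes other than those of methionine, 4 were higher, 1 was lower and 57 did not pass the test, and the list did not pass as a group (adjusted p = 0.763 from camera). The amino acid biosynthesis list gave 9 higher and 3 lower when adjusted over the list alone, and 9 higher and 4 lower over all genes without dN replicate 3. In WA the test of amino acid biosynthesis pointed down, with a median of -0.03 and a mean of 0.03. LYS9 and LYS20, of lysine synthesis, changed by 0.60 (adjusted p = 7.97e-05) and 0.71 (adjusted p = 0.00735), the glutamine synthetase gene GLN1 by 1.01 (adjusted p = 0.00518), and ARG4, of arginine synthesis, by -0.29 (adjusted p = 0.00977). Of 23 methionine and sulfur genes, none was higher, 3 were lower and 20 did not pass the test, and the list was called lower by a median of -0.39 (adjusted p = 1.51e-08 from camera, 0.369 with an estimated correlation). The methionine and sulfur list gave 0 higher and 6 lower when adjusted over the list alone, and 0 higher and 8 lower over all genes without dN replicate 3. The phosphatase gene MET22 of sulfate assimilation changed by -0.36 (adjusted p = 0.0231). RNA polymerase II had 1 higher, none lower and 10 not passing among 11 subunit genes (adjusted p = 0.855 from camera), with RPB11 at 0.29 (adjusted p = 0.0119). The RNA polymerase II list gave 1 higher and 0 lower when adjusted over the list alone. RNA polymerases I and III had 1 higher, none lower and 18 not passing among 19 (adjusted p = 0.239 from camera), and the 76 genes of ribosome biogenesis gave no single call, with the list called higher (adjusted p = 0.00133 from camera, 0.832 with an estimated correlation). The RNA polymerase I and III list gave 1 higher and 0 lower when adjusted over the list alone. RNA polymerase I and III had adjusted p = 0.0101 without WA replicate 1. Ribosome biogenesis gave 0 higher, 0 lower and 76 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone. Ribosome biogenesis had adjusted p = 0.176 without WA replicate 2. Of 7 core histone genes, none passed the test, and the list was called higher (adjusted p = 0.00796 from camera, 0.526 with an estimated correlation). HTB1, for histone H2B, had a log2 fold change of 0.36 (adjusted p = 0.0538). The histones list gave 1 higher and 0 lower when adjusted over the list alone, and 2 higher and 0 lower over all genes without dN replicate 3. By limma, 2 of these genes had an unadjusted p under 0.05. Heat shock factor targets had 6 higher, none lower and 20 not passing and were called higher as a list (adjusted p = 1.77e-06 from camera, 0.358 with an estimated correlation), with the disaggregase gene HSP104 at 0.81 (adjusted p = 0.00137). The Hsf1 targets list gave 9 higher and 0 lower when adjusted over the list alone, and 10 higher and 0 lower over all genes without dN replicate 3.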

In the *Δhac1 *background (Figure 3b), many of the effects found in WA, have become common to both IP and α-amylase producing strains. 

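Of the 177 genes higher in WA over WN, 122 were also higher in dI and 99 in dA, against 12.5 and 10.5 for independent lists. Of the 84 lower in WA, 42 were lower in dI and 37 in dA, against 4.86 and 4.92. TSL1, of trehalose synthesis, had a log2 fold change of 0.96 (adjusted p = 0.00425) in WA, 1.39 (adjusted p = 7.95e-05) in dI and 1.13 (adjusted p = 0.000596) in dA, and 0.58 (adjusted p = 0.333) in WI. HSP42, a small heat shock protein gene, had log2 fold changes of 0.85, 1.15, 1.27 and 0.45 in the same order of strains. The heat shock factor list was called higher in dI with 9 higher, none lower and 17 not passing (adjusted p = 2.39e-05 from camera, 0.525 with an estimated correlation) and in dA with 9 higher, none lower and 17 not passing (adjusted p = 2.62e-07 from camera, 0.519 with an estimated correlation). The Hsf1 targets list gave 9 higher and 1 lower (dI) and 11 higher and 0 lower (dA) when adjusted over the list alone. The difference between backgrounds in the response to a protein was tested directly, as (dI − dN) − (WI − WN), and passed for 39 genes with insulin precursor (32 with a higher response in the deletion strains) and 73 with α-amylase (27 higher). Leaving out 1 array gave 12 (without WI replicate 3) to 112 (without dN replicate 2) and 28 (without WA replicate 2) to 400 (without dN replicate 3), with 79 for insulin precursor without dN replicate 3, and fits of only the strains compared gave 16 and 17. Within the Msn2 and Msn4 list, 4 were higher, none was lower and 28 did not pass the test for insulin precursor and 3 were higher, none was lower and 29 did not pass the test for α-amylase. That list had a higher response with insulin precursor (adjusted p = 5.07e-17 from camera, 0.43 with an estimated correlation) and with α-amylase (adjusted p = 0.000948 from camera, 0.76 with an estimated correlation). The Msn2/4 targets list gave 18 higher and 0 lower (insulin precursor) and 5 higher and 0 lower (α-amylase) when adjusted over the list alone, and 4 higher and 3 lower (α-amylase) over all genes without dN replicate 3. For Msn2/4 targets, leaving out dN replicate 3 gave adjusted p = 0.9 (α-amylase).

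**Figure D2:**
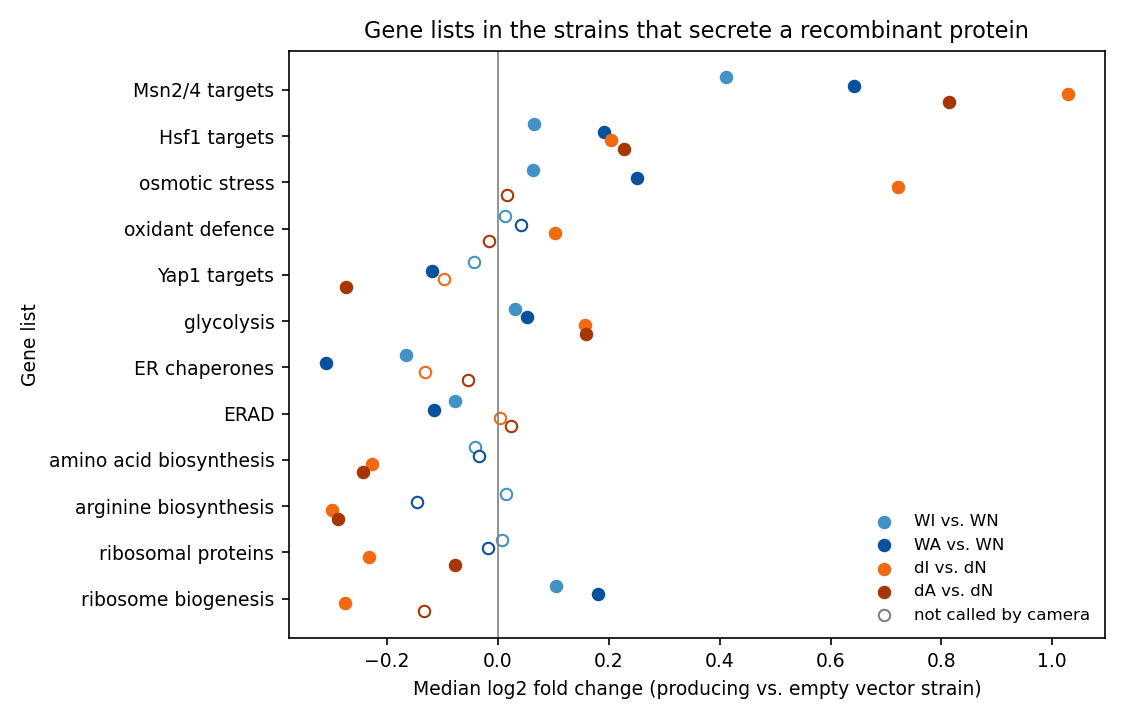
Median log2 fold change of 12 gene lists (horizontal axis, log2 units; vertical axis, list) in WI, WA, dI and dA, each against the empty vector strain of its background. Filled points are lists called by camera at an adjusted p under 0.05, open points are lists not called. The Msn2 and Msn4 targets lie farthest to the right, at 0.41 to 1.03.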

*HAC1 *deletion clearly makes the cell more susceptible to recombinant secretion overload. Both insulin and α-amylase secretion cause considerable oxidative stress response and down-regulation of amino acid synthesis, including the general amino acid synthesis TF, Gcn4p. 

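Of 31 oxidant defence genes, 6 were higher, 1 was lower and 24 did not pass the test in dI and 2 were higher, 2 were lower and 27 did not pass the test in dA, each against dN. The oxidant defence list gave 6 higher and 1 lower (dI) and 2 higher and 2 lower (dA) when adjusted over the list alone, and 5 higher and 4 lower (dI) and 2 higher and 7 lower (dA) over all genes without dN replicate 3. PRX1 rose in both, by 1.07 (standard error 0.13, adjusted p = 8.54e-05) in dI and 0.97 (standard error 0.13, adjusted p = 0.000239) in dA, and so did the cytochrome c peroxidase gene CCP1, by 0.37 (adjusted p = 0.0102) and 0.45 (adjusted p = 0.00316). SOD2 and CTT1 had log2 fold changes of 0.34 (adjusted p = 0.00176) and 1.01 (adjusted p = 0.0102) in dI, and 0.11 (adjusted p = 0.24) and 0.23 (adjusted p = 0.59) in dA. The glutathione peroxidase gene GPX2 and the glutathione synthesis gene GSH1 fell in dA, at -0.63 (adjusted p = 0.00161) and -0.40 (adjusted p = 0.0495). As a group the list was called higher in dI (adjusted p = 0.0276 from camera, 0.662 with an estimated correlation) and did not pass in dA (adjusted p = 0.944 from camera). For oxidant defence, leaving out dN replicate 3 gave adjusted p = 0.785 (dI). Oxidant defence had adjusted p = 0.0715 without dI replicate 3 (dI). In dA the test of oxidant defence pointed up, with a median of -0.02 and a mean of 0.01. Of 62 amino acid biosynthesis genes, 3 rose, 23 fell and 36 did not pass in dI and 2 rose, 22 fell and 38 did not pass in dA. Camera called the list lower in dI (adjusted p = 7.38e-08 from camera, 0.496 with an estimated correlation) and in dA (adjusted p = 5.75e-09 from camera, 0.313 with an estimated correlation), with medians of -0.23 and -0.24. The amino acid biosynthesis list gave 4 higher and 29 lower (dI) and 3 higher and 32 lower (dA) when adjusted over the list alone. HOM2, of the shared path to threonine and methionine, changed by -0.60 (adjusted p = 0.000237) in dI, and LYS2 and LYS9, of lysine synthesis, by -0.69 (adjusted p = 4.68e-05) and -0.75 (adjusted p = 5.44e-06) in dA. The mRNA of GCN4, which is controlled mainly at translation, had an adjusted p of 0.0194 for its rise in dI, and in dA had a log2 fold change of 0.24 (adjusted p = 0.0657).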

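In dI, 76 genes of ribosome biogenesis gave none higher, 1 lower and 75 not passing and were called lower as a group by a median of -0.27 (adjusted p = 0.000181 from camera, 0.702 with an estimated correlation), with a median of -0.02 without dN replicate 3. The ribosome biogenesis list gave 0 higher and 0 lower when adjusted over the list alone, and 0 higher and 0 lower over all genes without dN replicate 3. For ribosome biogenesis, leaving out dN replicate 3 gave adjusted p = 0.83 with a higher direction. FHL1 and RAP1, which encode regulators of ribosomal protein genes, had log2 fold changes of -0.01 (adjusted p = 0.947) and -0.04 (adjusted p = 0.914) in dI and 0.09 (adjusted p = 0.71) and 0.16 (adjusted p = 0.656) in dA. RPC17, a subunit gene of RNA polymerase III, fell by 0.66 on the log2 scale in dI (adjusted p = 0.000435). Among genes lowered by HAC1 deletion, KAR2 was higher in dA than in dN at 0.28 (standard error 0.08, adjusted p = 0.0309), and MCD4 was lower at -0.35 (standard error 0.10, adjusted p = 0.0404). EUG1 had a log2 fold change of 0.37 (standard error 0.12, adjusted p = 0.0521) and ERO1 had 0.20 (adjusted p = 0.343), and neither passed. KEG1 and ERJ5 were at -0.16 (adjusted p = 0.385) and -0.06 (adjusted p = 0.619) in dA. Of 13 ER chaperone genes, 1 was higher, none was lower and 12 did not pass the test in dA, and the list did not pass (adjusted p = 0.985 from camera). The ER chaperones list gave 2 higher and 1 lower when adjusted over the list alone, and 1 higher and 2 lower over all genes without dN replicate 3. In dA the test of ER chaperones pointed up, with a median of -0.05 and a mean of -0.03. The disulfide list did not pass either (adjusted p = 0.0694 from camera), with no gene that passed. The disulfide formation list gave 1 higher and 0 lower when adjusted over the list alone, and 2 higher and 0 lower over all genes without dN replicate 3. By limma, 1 of these genes had an unadjusted p under 0.05. Disulfide formation had adjusted p = 0.0482 without dA replicate 3. In dI, KAR2 and EUG1 were at 0.03 (adjusted p = 0.853) and -0.11 (adjusted p = 0.578), and MCD4 was lower at -0.41 (adjusted p = 0.0181).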

In dI, translational capacity repression is also employed (via Fhlp/Rap1p) and adjustments in amino acid metabolism. dA shows a mix of up- and down-regulation of genes that are controlled by Hac1p. Other TFs appear to be controlling these genes in the absence of *HAC1*. Some oxidative and osmotic stress pathways appear independent of *HAC1*. Skn7p and Cin5p were similarly activated in both WT and *Δhac1*. 

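Of 16 osmotic stress genes, 6 were higher, none was lower and 10 did not pass the test in dI and 3 were higher, 1 was lower and 12 did not pass the test in dA. The list was called higher in dI by a median of 0.72 (adjusted p = 7.46e-06 from camera, 0.525 with an estimated correlation), and did not pass in dA (adjusted p = 0.388 from camera). Much of that median rests on dN replicate 3, which was low in this list, since without it the median was 0.14 (adjusted p = 0.00814). The osmotic stress list gave 8 higher and 0 lower (dI) and 3 higher and 1 lower (dA) when adjusted over the list alone, and 2 higher and 5 lower (dA) over all genes without dN replicate 3. Osmotic stress had adjusted p = 0.00826 without dN replicate 2 (dA). HSP12 rose by 1.60 (standard error 0.19, adjusted p = 4.44e-05) in dI and 1.16 (standard error 0.19, adjusted p = 0.000924) in dA, and GCY1 by 0.94 (standard error 0.12, adjusted p = 7.95e-05) and 0.95 (standard error 0.12, adjusted p = 9.39e-05). GRE1, a hydrophilin gene, passed in dI (adjusted p = 0.000753) and not in dA (adjusted p = 0.814), and no fold is given for it, since 2 of the 3 dN arrays and all dA arrays were at background. The glycerol-3-phosphatase gene GPP1 had a log2 fold change of -0.05 (adjusted p = 0.787) in dI and -0.43 (adjusted p = 0.0155) in dA. Tested as a difference between backgrounds, the osmotic list had a higher response to insulin precursor in the deletion strains (adjusted p = 0.000441 from camera, 0.695 with an estimated correlation), and no difference passed for α-amylase (adjusted p = 0.525 from camera). For osmotic stress, leaving out dN replicate 3 gave adjusted p = 0.187 (insulin precursor) and adjusted p = 0.00112 (α-amylase). Osmotic stress gave 0 higher, 0 lower and 16 not passing over all genes and 1 higher and 0 lower when adjusted over the list alone (insulin precursor), and 0 higher, 0 lower and 16 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (α-amylase). For CIN5, at background in all WN and 2 of the 3 dN arrays, the difference between backgrounds did not pass (adjusted p = 0.42 with insulin precursor and 0.563 with α-amylase). SKN7 mRNA was at -0.16 (adjusted p = 0.213) in dA and 0.03 (adjusted p = 0.987) in WI.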

Oxidative and hypo-osmotic stress, while important for managing the secretory pathway, appears not to be directly managed through the UPR.

### Thermodynamic irreversibilities in redox reactions can explain increased oxidative stress in slow protein folding conditions

The increases in oxidative stress, oxygen consumption, and reduced growth observed in the study can be explained by electron transfer in ER redox pathways. Disulfide bond formation has been established to consume oxygen and produce ROS (and thereby consume cellular resources to protect against the ROS) in stoichiometric quantities with the number of disulfide bonds formed [9]. When non-native disulfide linkages are formed, these linkages must be rearranged to the correct disulfide pairings for the native protein to be folded, a process called disulfide isomerization [30].

Disulfide isomerization involves (a) breaking the non-native bond by transferring electrons to the non-native bond creating a cysteine linkage with the PDI, and (b) creating a new disulfide linkage in the nascent protein by transferring the electrons to break the PDI-nascent protein linkage. By random pairing, the native disulfide bonds are found.

Directionality in these redox reactions is determined by thermodynamic favorability through electron affinity of the potential disulfide bonds. Disulfide isomerization is redox neutral, not requiring electron donors or acceptors. However, it does require each disulfide pairing to have a lower electron affinity than the next (non-native disulfide in folding protein < PDI-folding protein disulfide < native disulfide in folding protein) to allow the electrons to transfer. Under slow folding conditions, PDI may hold the disulfide bond (oxidized state) for extended time because a native disulfide cannot be found, resulting in PDI being reduced by other moieties, likely GSH.

Given the observations in our experiments, and the thermodynamic reasoning immediately above, we propose a simple thermodynamic model of disulfide bond formation and breaking that explains increased oxidative stress, oxygen consumption, and reduced growth observed in our experiments. This model expands upon the mechanism by Cuozzo and Kaiser [13]. The thermodynamic model assumes there are PDI disulfide bonds that have electron affinities above and below the nascent proteins disulfide bonds (Figure 4a). The disulfide is formed by the typical oxidation pathway (Figure 4a, green) catalyzed by high electron affinity PDI (called PDI_A _here). Instead of isomerization, the incorrect disulfide is reduced by an electron donor with a low electron affinity (most likely a different PDI paralogue, called PDI_B _here) (Figure 4a, blue). The difference in electron affinity between the folding protein's cysteines and a specific PDI's cysteines can only allow the electrons to flow in one direction (toward the higher electron affinity cysteines) (Figure 4a). Therefore, a different PDI is required to form and break the incorrect disulfide bond. This futile cycle relies on a strong electron affinity gradient to complete an isomerization-like process. The net result of the futile cycle is GSH consumption and ROS production. This model implies that the ROS produced is not stoichiometrically linked to the number of disulfide bonds formed, but varies by the number of futile cycles before the correct bond is formed.

**Figure 4:**
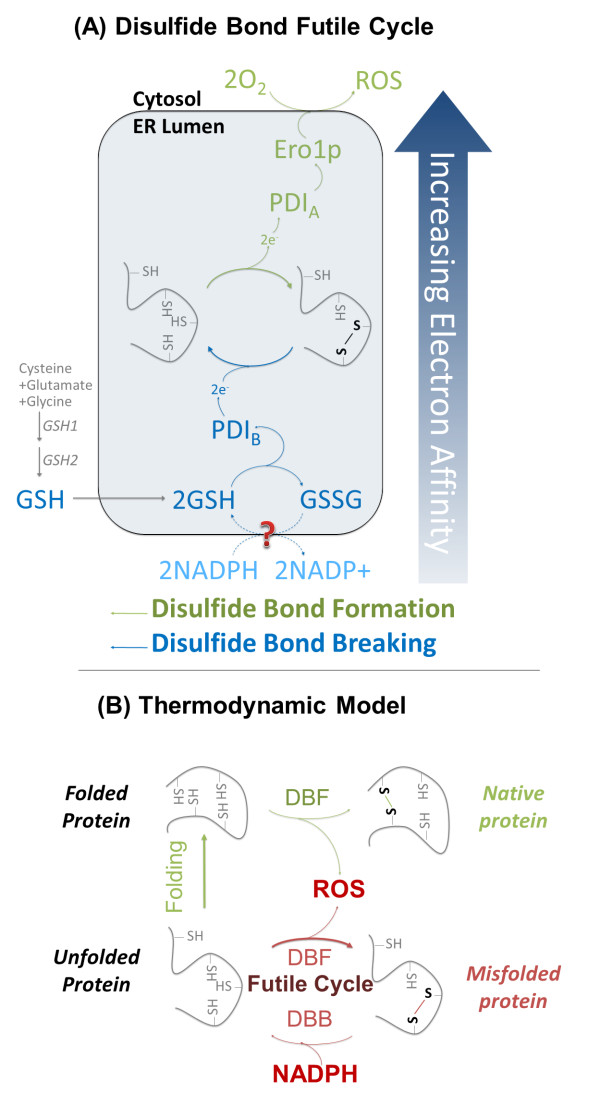
**Proposed thermodynamic model predicts non-stoichiometric reactive oxygen species produced with incorrect disulfide bond formation**. **(a) **In the model, forming and breaking an incorrect disulfide bond uses two protein disulfide isomerases (PDIs), one with electron affinity higher (PDI_A_) and one lower (PDI_B_) than the incorrect disulfide bond. In the formation phase, electrons are shuttled to molecular oxygen, resulting in ROS formation. In the breaking phase, electrons are passed from NADPH, through glutathione, to the protein. In both cases, electrons move along the electron affinity gradient. The net result is a futile cycle that is required to fix incorrect disulfide bonds, but expends redox energy. **(b) **The thermodynamic model predicts at fast folding rates near stoichiometric ROS is generated per disulfide bond formed. However, when folding rates are slow, the unfolded protein may go through many futile cycles, resulting in excess ROS. Glutathione (GSH), oxidized glutathione (GSSG), disulfide bond formation (DBF), disulfide bond breaking (DBB).

The metabolic and transcriptional data supports this model. 

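KAR2 was 2.84-fold lower in dI than in WI and 2.32-fold lower in dA than in WA (adjusted p = 1.71e-09 and 3.39e-08). PDI1 changed by -0.65 (standard error 0.10, adjusted p = 0.000169) in dI and -0.61 (standard error 0.10, adjusted p = 0.000314) in dA, and EUG1 by -2.16 (standard error 0.12, adjusted p = 2.34e-09) and -1.43 (standard error 0.12, adjusted p = 3.03e-07). MPD1 changed by -2.24 (adjusted p = 8.67e-10) and -2.09 (adjusted p = 2.73e-09), and MPD2 by -0.74 (adjusted p = 3.48e-05) and -0.64 (adjusted p = 0.000156). ERO1 was 5.29-fold and 4.48-fold lower. Of 13 ER chaperone genes, none was higher, 7 were lower and 6 did not pass the test in dI and none was higher, 7 were lower and 6 did not pass the test in dA. The chaperone list was called lower in dI (adjusted p = 1.75e-09 from camera, 0.175 with an estimated correlation) and in dA (adjusted p = 1.01e-05 from camera, 0.339 with an estimated correlation). The ER chaperones list gave 0 higher and 7 lower (dI) and 0 higher and 7 lower (dA) when adjusted over the list alone. Disulfide formation had none higher, 6 lower and 1 not passing in dI and none higher, 5 lower and 2 not passing in dA, and was called lower as a group in dI (adjusted p = 5.34e-08 from camera, 0.0395 with an estimated correlation) and dA (adjusted p = 3.52e-05 from camera, 0.104 with an estimated correlation). The disulfide formation list gave 0 higher and 6 lower (dI) and 1 higher and 5 lower (dA) when adjusted over the list alone. The O-mannosyltransferase gene PMT3 and the COPII gene SFB2 fell as well, at -2.16 (adjusted p = 1.68e-09) and -1.27 (adjusted p = 1.69e-07) in dI and -1.82 (adjusted p = 1.81e-08) and -1.29 (adjusted p = 1.84e-07) in dA. EUG1 was the only member of the disulfide list whose response to α-amylase differed between backgrounds, at 0.93 (adjusted p = 0.0117).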

Upon *HAC1 *deletion, ER chaperones (*KAR2*) and PDIs (*PDI1, FUG1, MPD1*, and *MPD2*) expression is reduced. This downregulation of ER chaperones and PDIs results in suppressed ER folding and disulfide bond formation in the Δ*hac1 *mutants. 

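Between dN and WN, 31 oxidant defence genes gave 3 higher, 2 lower and 26 not passing, and the list did not pass (adjusted p = 0.894 from camera). The oxidant defence list gave 2 higher and 2 lower when adjusted over the list alone, and 6 higher and 2 lower over all genes without dN replicate 3. The peroxiredoxin gene TSA1 fell by 0.61 on the log2 scale (adjusted p = 1.35e-05) and CCP1 by 0.47 (adjusted p = 0.000994). GTT1, a glutathione transferase gene of the ER, rose by 0.67 (standard error 0.13, adjusted p = 0.00141), and SOD2 by 0.19 (standard error 0.06, adjusted p = 0.0305). PRX1 and CTT1 had values of -0.30 (adjusted p = 0.121) and -0.25 (adjusted p = 0.477). Of 20 textbook Yap1 targets, none rose, 3 fell and 17 did not pass, with the oxidoreductase genes OYE2 at -0.75 (adjusted p = 9.09e-07) and FRM2, at background in dN, at least 1.74-fold lower, and the list did not pass (adjusted p = 0.157 from camera). The Yap1 targets list gave 0 higher and 3 lower when adjusted over the list alone, and 4 higher and 3 lower over all genes without dN replicate 3. Yap1 targets had adjusted p = 0.0489 without dN replicate 2. The Msn2 and Msn4 targets gave none higher, 7 lower and 25 not passing, and the list was called lower in dN (adjusted p = 0.00145 from camera, 0.621 with an estimated correlation). The Msn2/4 targets list gave 0 higher and 7 lower when adjusted over the list alone, and 3 higher and 6 lower over all genes without dN replicate 3. For Msn2/4 targets, leaving out dN replicate 3 gave adjusted p = 0.49.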

In the dN case, minimal oxidation stress is seen. However, when there is an increased demand for protein folding and disulfide bond formation, as is the case for dI and dA case, we see high oxygen consumption, ATP requirements, and many oxidative stress pathways being activated transcriptionally. 

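Of 34 respiratory chain genes, 4 were higher, none was lower and 30 did not pass the test in dI and 3 were higher, none was lower and 31 did not pass the test in dA, among them the succinate dehydrogenase gene SDH3 at 0.35 (adjusted p = 0.00143) and 0.30 (adjusted p = 0.00413) and the NADH dehydrogenase gene NDI1 at 0.39 (adjusted p = 0.00513) and 0.41 (adjusted p = 0.00381). The list was called higher in dI (adjusted p = 0.000927 from camera, 0.525 with an estimated correlation) and did not pass in dA (adjusted p = 0.0694 from camera). The respiratory chain list gave 5 higher and 0 lower (dI) and 3 higher and 0 lower (dA) when adjusted over the list alone. Respiratory chain had adjusted p = 0.0376 without dA replicate 1 (dA). The TCA cycle had 5 higher, none lower and 11 not passing in dI and 4 higher, none lower and 12 not passing in dA, and was called higher in dI (adjusted p = 0.00971 from camera, 0.525 with an estimated correlation) but not in dA (adjusted p = 0.15 from camera). The TCA cycle list gave 8 higher and 0 lower (dI) and 4 higher and 0 lower (dA) when adjusted over the list alone, and 3 higher and 0 lower (dI) and 4 higher and 1 lower (dA) over all genes without dN replicate 3. Glyoxylate and gluconeogenesis genes gave 6 higher, none lower and 5 not passing in dI, and the list was called higher (adjusted p = 1.94e-05 from camera, 0.496 with an estimated correlation), with the malate dehydrogenase gene MDH2 at 2.09 (standard error 0.10, adjusted p = 4.25e-09). MDH2 rose by 1.66 (standard error 0.10, adjusted p = 4.77e-08) in dA, where the list had 2 higher, none lower and 9 not passing (adjusted p = 0.0442 from camera, 0.92 with an estimated correlation). The glyoxylate and gluconeogenesis list gave 8 higher and 0 lower (dI) and 3 higher and 0 lower (dA) when adjusted over the list alone, and 1 higher and 3 lower (dA) over all genes without dN replicate 3. For glyoxylate and gluconeogenesis, leaving out dN replicate 3 gave adjusted p = 0.785 (dA). Glyoxylate and gluconeogenesis had adjusted p = 0.052 without dA replicate 2 (dA). Thioredoxin genes TRX1 and TRX2 were at 0.04 (adjusted p = 0.735) and 0.24 (adjusted p = 0.262) in dI and -0.14 (adjusted p = 0.251) and -0.06 (adjusted p = 0.836) in dA. In the difference between backgrounds, no single oxidant defence gene passed in either producing strain by limma at an adjusted p under 0.05, and the list did not pass for insulin precursor (adjusted p = 0.17 from camera) or α-amylase (adjusted p = 0.492 from camera). For oxidant defence, leaving out dN replicate 3 gave adjusted p = 0.0106 (α-amylase). Oxidant defence gave 0 higher, 0 lower and 31 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (insulin precursor and α-amylase). Oxidant defence had adjusted p = 0.0145 without dN replicate 2 (insulin precursor). The paper reads activated oxidative stress pathways from scores of transcription factors, and the lists given here are another measure.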

Although both folding and disulfide bond formation is down, an imbalance toward faster disulfide bond formation compared to folding will result in futile cycles. Therefore, this disulfide/folding imbalance acts as a catalyst for drastically increasing ROS production.

Based on this thermodynamic model, the relative rates of protein folding and disulfide bond formation for nascent peptides have important consequences for oxidative stress (Figure 4b). When folding is faster than disulfide bond formation, ROS is produced in near one-to-one amounts with the disulfide bonds formed. Under these conditions, isomerization may be more efficient to resort incorrect disulfide bonds, as native structures with low electron affinity disulfide pairs are favored, and isomerization does not produce ROS. However, when folding is slow compared to disulfide bond formation, as is the case when the protein folding machinery gets overloaded, the nascent peptides cycles through the futile redox cycle producing ROS and consuming GSH in excess to the final number of disulfide bonds formed. The physiological result of a high disulfide bond formation to ER folding rate is oxidative damage to a broad range of cellular proteins and consumption of reducing equivalents that could otherwise be used for anabolism.

## Discussion

In this study, we have identified biological mechanisms related to protein synthesis and secretion by introducing perturbations to the cell, in the form of *HAC1 *deletion and different recombinant protein expression, and measuring the system level cellular responses, via transcriptomics and metabolic fluxes. These measurements, combined with data analysis algorithms, Reporter TF algorithm and FBA, were able to identify cellular adjustments in (a) overall expression level, (b) post-Golgi sorting, (c) amino acid biosynthesis and savaging, and (d) oxidative stress. These biological effects are a result of the combined influence of protein synthesis and trafficking through the secretory pathway.

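Of 19 subunit genes of RNA polymerases I and III, none was higher, 3 were lower and 16 did not pass the test in dI and none was higher, 2 were lower and 17 did not pass the test in dA. Camera called the list lower in dI (adjusted p = 0.00552 from camera, 0.657 with an estimated correlation) and in dA (adjusted p = 0.0442 from camera, 0.92 with an estimated correlation). The RNA polymerase I and III list gave 0 higher and 4 lower (dI) and 0 higher and 2 lower (dA) when adjusted over the list alone, and 0 higher and 1 lower (dI) over all genes without dN replicate 3. For RNA polymerase I and III, leaving out dN replicate 3 gave adjusted p = 0.511 (dI) and adjusted p = 0.981 (dA) with a higher direction. RNA polymerase I and III had adjusted p = 0.062 without dA replicate 1 (dA) and 0.0575 without dA replicate 2 (dA). RPC17 and RPA14, subunits of RNA polymerases III and I, were at -0.66 (adjusted p = 0.00046) and -0.29 (adjusted p = 0.00921) in dA, and RPA14 was at 0.28 (adjusted p = 0.0231) in WA. RNA polymerase II gave no single call in dI or dA, and its list did not pass in dI (adjusted p = 0.182 from camera) or dA (adjusted p = 0.654 from camera). The difference between the 2 lists was not tested. RNA polymerase II gave 0 higher, 0 lower and 11 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (dI and dA). RNA polymerase II had adjusted p = 0.0296 without dN replicate 2 (dI). Ribosome biogenesis did not pass in dA (adjusted p = 0.15 from camera), with no gene that passed. The ribosome biogenesis list gave 0 higher and 0 lower when adjusted over the list alone. By limma, 3 of these genes had an unadjusted p under 0.05. For ribosome biogenesis, leaving out dN replicate 3 gave adjusted p = 0.0204 with a higher direction. Ribosome biogenesis had adjusted p = 0.0129 without dN replicate unnumbered and 3.29e-06 without dN replicate 2. The 127 ribosomal protein genes gave 1 higher, none lower and 126 not passing in WA (adjusted p = 0.239 from camera) and none higher, 1 lower and 126 not passing in dA (adjusted p = 0.024 from camera, 0.92 with an estimated correlation). The ribosomal proteins list gave 0 higher and 0 lower (WA) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 0 higher and 0 lower (dA) over all genes without dN replicate 3. For ribosomal proteins, leaving out dN replicate 3 gave adjusted p = 0.705 (dA) with a higher direction. Ribosomal proteins had adjusted p = 0.0117 without WN replicate 2 (WA), 0.00129 without WA replicate 1 (WA) with a higher direction, 0.000357 without WA replicate 2 (WA) and 0.000585 without WA replicate 3 (WA). RPL15B, a ribosomal protein gene, rose by 0.33 in WA (adjusted p = 0.0409), and RPL27A changed by -0.25 (adjusted p = 0.0491) in dA. Total mRNA or ribosomes per cell are outside what scaled array values measure.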

Overall transcription and translation were repressed in response to α-amylase expression (a larger protein) and in the *Δhac1 *strains with any recombinant protein secretion. Repressing overall expression is a broad spectrum response used to adjust the rates of all other cellular processes to match the reduced folding capacity in the ER. Several mechanisms were used to alter overall expression: repressing mRNA synthesis, increasing mRNA degradation rates, and repressing protein translation rates through reducing ribosome numbers. Specifically, mRNA concentrations are lowered by decreasing RNA polymerase accessibility (*HIR2*), inhibiting transcriptional elongation (*THO2*), and controlling RNA degradation (*STO1*) [31,32]. 

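HIR2, for a histone gene repressor, had a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.666) in WA, -0.17 (standard error 0.10, adjusted p = 0.253) in dI and -0.20 (standard error 0.10, adjusted p = 0.208) in dA. THO2, of a complex that acts in elongation and mRNA export, had a log2 fold change of -0.13 (adjusted p = 0.46), -0.07 (adjusted p = 0.626) and -0.0009 (adjusted p = 0.997), and STO1 had -0.09 (adjusted p = 0.662) in dI and -0.05 (adjusted p = 0.823) in dA. None of these values passed the test. Of 7 core histone genes, some of which the HIR complex represses, 1 was higher, none was lower and 6 did not pass the test in dI and 1 was higher, none was lower and 6 did not pass the test in dA. The histones list gave 2 higher and 0 lower (dI) and 2 higher and 0 lower (dA) when adjusted over the list alone, and 5 higher and 0 lower (dI) and 6 higher and 0 lower (dA) over all genes without dN replicate 3. HTB1 rose in both, at 0.44 (adjusted p = 0.00937) and 0.35 (adjusted p = 0.0374), and HHT2 did not pass at 0.39 (adjusted p = 0.0742) and 0.42 (adjusted p = 0.0585). As groups, histones did not pass in dI (adjusted p = 0.095 from camera) or dA (adjusted p = 0.109 from camera). For histones, leaving out dN replicate 3 gave adjusted p = 0.00011 (dI) and adjusted p = 0.00049 (dA). Genes of mRNA decay had 1 higher, 1 lower and 21 not passing in dI (adjusted p = 0.769 from camera) and none higher, 1 lower and 22 not passing in dA (adjusted p = 0.945 from camera). The mRNA decay list gave 1 higher and 1 lower (dI) and 0 higher and 1 lower (dA) when adjusted over the list alone, and 2 higher and 0 lower (dI) and 2 higher and 2 lower (dA) over all genes without dN replicate 3. In dI the test of mRNA decay pointed down, with a median of -0.02 and a mean of 0.01. In dA the test of mRNA decay pointed down, with a median of 0.01 and a mean of -0.004. EDC1 was at 0.56 (adjusted p = 0.00717) in dI, and LSM5, of the decapping ring, at -0.27 (adjusted p = 0.0345) in dI and -0.39 (adjusted p = 0.00458) in dA.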

Ribosome concentration, and thereby translation rates, can be reduced by the TFs Fhl1p and Rap1p which control expression of rRNA and ribosomal proteins [33]. This is seen in IP production in Δ*hac1 *strain, both by the reporter TFs (Figure 3) and by expression of ribosomal proteins (Additional file 7). In this context, extrachromosomal plasmids offer advantages over chromosomal expression. 

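In dI against dN, 127 genes for cytosolic ribosomal proteins gave none higher, 18 lower and 109 not passing. Their median log2 fold change was -0.23, or -0.13 without dN replicate 3, and the list was called lower as a group (adjusted p = 4.58e-14 from camera, 0.601 with an estimated correlation). The ribosomal proteins list gave 0 higher and 23 lower when adjusted over the list alone, and 0 higher and 5 lower over all genes without dN replicate 3. RPS22B had the smallest adjusted p, with a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.00541), and RPS14B changed by -0.69 (standard error 0.16, adjusted p = 0.0102), both encoding proteins of the small subunit. RPL27A, of the large subunit, changed by -0.31 (standard error 0.08, adjusted p = 0.018). As an example of the genes that did not pass, RPL10 was at -0.15 (adjusted p = 0.0617). The response of the list to insulin precursor was called lower in the deletion background than in wild type (adjusted p = 2.41e-18 from camera, 0.695 with an estimated correlation), and no single gene passed there by limma. In WI the list did not pass (adjusted p = 0.323 from camera). Ribosomal proteins gave 0 higher, 0 lower and 127 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (insulin precursor and WI). Ribosomal proteins had adjusted p = 0.0114 without WI replicate 1 (WI).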

*HIR2*, whose mechanism is to silence the chromosome, would not affect extrachromosomal plasmids. Increased recombinant protein secretion would be accomplished by silencing native ER genes, while recombinant, plasmid-born gene would not be affected.

Pronounced adjustments to the TGN were observed in the transcriptome in all conditions. 

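Of 37 trans-Golgi and exocytosis genes, none passed the test in WA, none passed the test in dI and none rose, 1 fell and 36 did not pass in dA. The trans-Golgi and exocytosis list gave 0 higher and 0 lower (WA), 0 higher and 0 lower (dI) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 1 higher and 0 lower (WA), 0 higher and 1 lower (dI) and 1 higher and 7 lower (dA) over all genes without dN replicate 3. By limma, 3 (WA) and 1 (dI) of these genes had an unadjusted p under 0.05. SSO2, a plasma membrane t-SNARE gene, was the member that fell in dA, at -0.29 (standard error 0.09, adjusted p = 0.0481). The list did not pass in WA (adjusted p = 0.196 from camera), dI (adjusted p = 0.532 from camera) or dA (adjusted p = 0.616 from camera). KEX2, the protease gene that cleaves pro-leaders in the late Golgi, was at -0.05 (adjusted p = 0.884), -0.20 (adjusted p = 0.233) and 0.01 (adjusted p = 0.978), and KEX1 at 0.07 (adjusted p = 0.713), 0.13 (adjusted p = 0.285) and 0.19 (adjusted p = 0.128). The sorting receptor gene PEP1 had -0.08, 0.004 and -0.03, none passing. COPI transport of 18 genes had 1 higher, 2 lower and 15 not passing in dI (adjusted p = 0.181 from camera) and none higher, 2 lower and 16 not passing in dA (adjusted p = 0.266 from camera), with the ARF GTPase activator gene GCS1 at -0.36 (adjusted p = 0.00381) and -0.28 (adjusted p = 0.0164). The COPI transport list gave 1 higher and 3 lower (dI) and 0 higher and 3 lower (dA) when adjusted over the list alone. Deletion of HAC1 without a protein gave 1 higher, 5 lower and 31 not passing in the trans-Golgi list, led by BCH2 at -0.53 (adjusted p = 4.11e-05), and the list did not pass (adjusted p = 0.093 from camera). The trans-Golgi and exocytosis list gave 0 higher and 5 lower when adjusted over the list alone, and 4 higher and 4 lower over all genes without dN replicate 3. Trans-Golgi and exocytosis had adjusted p = 0.0468 without WN replicate 3 and 0.045 without dN replicate unnumbered.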

TFs involved in pheromone responses (*STE12, MCM1, ASH1*), invasive/pseudohyphal growth (*STE12, MSN1, PHD1, RIM101*), and osmotic stress (*CIN5, SKN7, SKO1, YAP6, MSN1*) were all identified by the Reporter TF algorithm and point to an underlying set of activities that are required to increase the traffic of secretory vesicles to the membrane. 

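Of 22 pheromone response genes, 4 were higher, none was lower and 18 did not pass the test in WA, 3 rose, 1 fell and 18 did not pass in dI and 1 rose, 2 fell and 19 did not pass in dA. The list was called higher in WA (adjusted p = 0.00613 from camera, 0.358 with an estimated correlation) and dI (adjusted p = 0.0345 from camera, 0.525 with an estimated correlation), and did not pass in dA (adjusted p = 0.684 from camera). The pheromone response list gave 7 higher and 0 lower (WA), 3 higher and 1 lower (dI) and 1 higher and 2 lower (dA) when adjusted over the list alone, and 7 higher and 0 lower (WA), 6 higher and 0 lower (dI) and 6 higher and 3 lower (dA) over all genes without dN replicate 3. Pheromone response had adjusted p = 0.152 without dN replicate unnumbered (dI), 0.0898 without dN replicate 2 (dI) and 0.122 without dI replicate 2 (dI). MFA2, an a-factor gene, changed by 0.76 (adjusted p = 0.0118) in WA, 0.50 (adjusted p = 0.0488) in dI and 0.79 (adjusted p = 0.00447) in dA, whereas the agglutinin gene AGA1 was at 0.28 (adjusted p = 0.0424) in WA and -0.44 (adjusted p = 0.00141) in dA. Filamentous growth genes, 13 in number, gave 2 higher, none lower and 11 not passing in WA, 2 higher, none lower and 11 not passing in dI and 2 higher, none lower and 11 not passing in dA. This list was called higher in WA (adjusted p = 0.0376 from camera, 0.358 with an estimated correlation) and dI (adjusted p = 0.0461 from camera, 0.496 with an estimated correlation), and did not pass in dA (adjusted p = 0.75 from camera). The filamentous growth list gave 3 higher and 0 lower (WA), 3 higher and 0 lower (dI) and 2 higher and 1 lower (dA) when adjusted over the list alone, and 1 higher and 2 lower (dA) over all genes without dN replicate 3. For filamentous growth, leaving out dN replicate 3 gave adjusted p = 0.219 (dI). Filamentous growth had adjusted p = 0.0939 without WN replicate 1 (WA), 0.0708 without WN replicate 2 (WA), 0.0546 without WA replicate 2 (WA), 0.0712 without dN replicate 2 (dI) and 0.103 without dI replicate 2 (dI). PHD1, a filamentation factor gene, had an adjusted p of 0.0442 in WA and 0.0331 in dA, and in dI had a log2 fold change of 0.67 (adjusted p = 0.0669). The G1 cyclin gene CLN1 was at 0.38 (adjusted p = 0.0293) in WA and 0.43 (adjusted p = 0.00718) in dI. FLO11, the flocculin gene of invasive growth, was at background in all arrays and did not pass in WA, dI or dA (adjusted p = 0.291, 0.452 and 0.114). STE12 and RIM101 were at 0.09 (adjusted p = 0.622) and 0.08 (adjusted p = 0.71) in dI and 0.03 (adjusted p = 0.909) and -0.19 (adjusted p = 0.413) in dA. YAP6, a bZIP factor gene, was at 0.08 (adjusted p = 0.645) in dI with an adjusted p of 0.00415 for its rise in dA, and SKO1 was at 0.03 (adjusted p = 0.815) and -0.02 (adjusted p = 0.895).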

Invasive, pseudohyphal, and filamentous growth morphologies have a high surface to volume ratio and inherently require higher Golgi-to-cell membrane trafficking rates to supply cell membrane and cell wall components for growth. These altered morphologies can be activated through the filamentous and invasive response elements (FREs) [34] bound by *STE12 *and used to regulate *PHD1 *[35]. *HAC1 *deletion has been shown to cause filamentous growth [36].

Osmotic stress TFs are also responsible for affecting protein secretion, as the external cell wall must be strengthened in response to hypo-osmotic conditions, thereby requiring an efficient secretory pathway to ferry cell wall proteins [26]. *MSN1 *is known to induce starch degradation, requiring the actions necessary to secrete the appropriate enzymes through filamentous growth activation [37]. *SKN7 *has a dual role in invasive growth and osmotic stress [38]. Although osmotic stress TFs are commonly associated with the hyper-osmotic glycerol (HOG) pathway, Ypd1p can phosphorylate Skn7p, signaling the hypo-osmotic stress pathway [39]. Because there were no apparent hypo-osmotic conditions in this study, this indicates that these TFs are not directly controlled by osmotic conditions, but possibly through a secondary response to upregulation and increased secretion of cell wall proteins.

TGN TFs and/or the genes they regulate are possible targets for increasing Golgi-to-cell membrane trafficking. In *S. cerevisiae*, recombinant protein intended for secretion has been found mis-trafficked to the vacuole. This has been shown for insulin and green fluorescent protein secretion in yeast [40,41]. Proteins involved in vesicle trafficking, namely Sly1 and Munc18 have been found to increase recombinant secretory rates in Chinese hamster ovarian (CHO) and several mammalian cell lines [42,43]. It is likely that similar proteins are present in yeast and could be exploited for improving protein secretion.

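Arginine biosynthesis, a list of 7 genes, gave 1 higher, 5 lower and 1 not passing in dI and none higher, 4 lower and 3 not passing in dA. The list was called lower in dI by a median of -0.30 (adjusted p = 0.00206 from camera, 0.165 with an estimated correlation) and in dA by -0.29 (adjusted p = 0.00121 from camera, 0.0965 with an estimated correlation). The arginine biosynthesis list gave 1 higher and 5 lower (dI) and 0 higher and 5 lower (dA) when adjusted over the list alone, and 0 higher and 5 lower (dI) over all genes without dN replicate 3. ARG1, the argininosuccinate synthetase gene, fell by 0.96 on the log2 scale in dI and by 1.21 in dA (adjusted p = 0.00107 and 0.00016), and ARG3 was at -0.63 (adjusted p = 0.0017) and -0.79 (adjusted p = 0.000255). The homocitrate synthase gene LYS20 changed by -0.94 (standard error 0.14, adjusted p = 0.000385) in dI and -1.15 (standard error 0.14, adjusted p = 7.96e-05) in dA. Its response differed between backgrounds, at -1.05 (adjusted p = 0.0256) with insulin precursor and -1.85 (adjusted p = 0.000158) with α-amylase. Over the amino acid list, none was higher, 2 were lower and 60 did not pass the test in that difference for insulin precursor and none was higher, 9 were lower and 53 did not pass the test for α-amylase, and the list had a lower response in the deletion strains for insulin precursor (adjusted p = 9.97e-08 from camera, 0.43 with an estimated correlation) and α-amylase (adjusted p = 9.96e-08 from camera, 0.501 with an estimated correlation). In WI no gene of amino acid biosynthesis was called and the list did not pass (adjusted p = 0.167 from camera). The amino acid biosynthesis list gave 1 higher and 8 lower (insulin precursor) and 0 higher and 13 lower (α-amylase) when adjusted over the list alone. Amino acid biosynthesis gave 0 higher, 0 lower and 62 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI).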

Significant alterations in amino acid metabolism were observed, particularly in the *Δhac1 *strains. *De novo *amino acid synthesis (*GCN4, BAS1, MET32, ARG81, RTG3*) was suppressed. 

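The mRNA of BAS1, ARG81 and RTG3, which encode regulators of histidine and purine, arginine and retrograde genes, did not pass in dI, at -0.18 (adjusted p = 0.257), 0.16 (adjusted p = 0.231) and 0.002 (adjusted p = 0.989), or in dA, at -0.09 (adjusted p = 0.639), -0.10 (adjusted p = 0.498) and -0.09 (adjusted p = 0.567). MET32, of the sulfur pathway, was at -0.14 (adjusted p = 0.77) in dI and 0.07 (adjusted p = 0.905) in dA. Of 23 methionine and sulfur genes, none was higher, 3 were lower and 20 did not pass the test in dI and none was higher, 1 was lower and 22 did not pass the test in dA, with SAM1 at -0.55 (adjusted p = 5.85e-05) and -0.17 (adjusted p = 0.104). The list was called lower in dI (adjusted p = 0.0276 from camera, 0.702 with an estimated correlation) and did not pass in dA (adjusted p = 0.388 from camera). The methionine and sulfur list gave 0 higher and 4 lower (dI) and 0 higher and 1 lower (dA) when adjusted over the list alone, and 0 higher and 10 lower (dI) and 0 higher and 8 lower (dA) over all genes without dN replicate 3. For methionine and sulfur, leaving out dN replicate 3 gave adjusted p = 0.00221 (dA). Methionine and sulfur had adjusted p = 0.167 without dN replicate unnumbered (dI), 0.535 without dN replicate 2 (dI) and 0.0654 without dI replicate 2 (dI). Purine genes under Bas1 did not pass as a list in dI (adjusted p = 0.741 from camera) or dA (adjusted p = 0.518 from camera), and had none higher, 1 lower and 14 not passing in dI and no gene that passed in dA. The purine biosynthesis list gave 0 higher and 0 lower (dI) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 0 higher and 0 lower (dI) and 4 higher and 0 lower (dA) over all genes without dN replicate 3. By limma, 2 (dA) of these genes had an unadjusted p under 0.05. For purine biosynthesis, leaving out dN replicate 3 gave adjusted p = 0.0252 (dA). The glycine cleavage gene GCV1 was at 0.48 (adjusted p = 0.375) and 0.89 (adjusted p = 0.108). Retrograde genes gave no gene that passed in dI (adjusted p = 0.863 from camera) and no gene that passed in dA (adjusted p = 0.388 from camera), with CIT2, the peroxisomal citrate synthase gene, at 0.14 (adjusted p = 0.653) and -0.24 (adjusted p = 0.455). The retrograde response list gave 0 higher and 0 lower (dI) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 0 higher and 1 lower (dI) and 0 higher and 3 lower (dA) over all genes without dN replicate 3. By limma, 2 (dI) and 0 (dA) of these genes had an unadjusted p under 0.05. For retrograde response, leaving out dN replicate 3 gave adjusted p = 0.0337 (dA). In dI the test of retrograde response pointed up, with a median of -0.03 and a mean of 0.02. TRP3, of tryptophan synthesis, fell by 0.41 on the log2 scale in dI (adjusted p = 0.00043).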

On the surface, this appears contradictory, as increased amino acid requirements should be observed with recombinant protein production. However, this decrease in *de novo *amino acid synthesis is accompanied by observed increases in scavenging mechanisms for amino acids (*SNT2, CUP9, PUT3*). 

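Of 24 genes for amino acid and peptide permeases, 4 were higher, 4 were lower and 16 did not pass the test in dI and 3 were higher, 1 was lower and 20 did not pass the test in dA. The list did not pass in dI (adjusted p = 0.743 from camera) or dA (adjusted p = 0.945 from camera). The amino acid and peptide uptake list gave 5 higher and 5 lower (dI) and 3 higher and 1 lower (dA) when adjusted over the list alone, and 4 higher and 4 lower (dA) over all genes without dN replicate 3. In dI the test of amino acid and peptide uptake pointed down, with a median of -0.15 and a mean of 0.03. In dA the test of amino acid and peptide uptake pointed down, with a median of -0.06 and a mean of 0.01. ALP1, an arginine permease gene, was called higher in dI and dA (adjusted p = 0.000168 and 0.000203) with all arrays at background, so no fold is given. AGP1, a broad permease gene, rose by 0.78 (standard error 0.16, adjusted p = 0.00534) in dI and 0.69 (standard error 0.16, adjusted p = 0.0131) in dA. PUT4, for proline uptake, was called higher in dI (adjusted p = 9.72e-06) and not in dA (adjusted p = 0.324), with 2 of the 3 dN arrays at background. MMP1 fell in dI at -1.08 (adjusted p = 0.0066), and UGA4, of γ-aminobutyrate uptake, was at -0.37 (adjusted p = 0.011) and fell in dA (adjusted p = 0.000961), where 2 of the 3 arrays were at background. Nitrogen catabolism gave 2 higher, 1 lower and 15 not passing among 18 genes in dI (adjusted p = 0.103 from camera) and none higher, 2 lower and 16 not passing in dA (adjusted p = 0.654 from camera). The nitrogen catabolism list gave 3 higher and 2 lower (dI) and 0 higher and 3 lower (dA) when adjusted over the list alone, and 3 higher and 3 lower (dI) and 1 higher and 8 lower (dA) over all genes without dN replicate 3. For nitrogen catabolism, leaving out dN replicate 3 gave adjusted p = 0.0252 (dA). Nitrogen catabolism had adjusted p = 0.00984 without dN replicate 2 (dI). PUT1 and PUT2, of proline breakdown under Put3, were at -0.04 (adjusted p = 0.927) and 0.10 (adjusted p = 0.521) in dI and -0.07 (adjusted p = 0.889) and 0.14 (adjusted p = 0.407) in dA. PTR2, the peptide transporter gene that Cup9 represses, was at -0.14 (adjusted p = 0.672) in dI and -0.32 (adjusted p = 0.324) in dA. SNT2 mRNA, at background in 2 of the 3 dN arrays, did not pass (adjusted p = 0.295 in dI and 0.0503 in dA), and PUT3 mRNA was at -0.12 (adjusted p = 0.249) and 0.02 (adjusted p = 0.864). CUP9 mRNA in dA was at 0.16 (adjusted p = 0.211).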

High scavenging rates and decrease synthesis imply high protein degradation rates where the degraded proteins result in available amino acids for scavenging; reducing the need for newly synthesized amino acids. This is consistent with either ERAD, a process where proteins that are stalled in the ER are transported back into the cytoplasm for degradation by the proteosome, or vacuolar-localized protein degradation. 

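The 16 genes of ER-associated degradation gave none higher, 2 lower and 14 not passing in dI and no gene that passed in dA. The list did not pass in dI (adjusted p = 0.853 from camera) or dA (adjusted p = 0.654 from camera), and the ubiquitin ligase genes HRD1 and SSM4 were at 0.02 (adjusted p = 0.943) and -0.29 (adjusted p = 0.0178) in dI. The ER-associated degradation list gave 1 higher and 2 lower (dI) and 0 higher and 0 lower (dA) when adjusted over the list alone, and 0 higher and 1 lower (dA) over all genes without dN replicate 3. By limma, 2 (dA) of these genes had an unadjusted p under 0.05. In dI the test of ER-associated degradation pointed down, with a median of 0.005 and a mean of -0.02. Of 32 proteasome subunit genes none was called in either strain by limma at an adjusted p under 0.05, with RPN6 at 0.19 (adjusted p = 0.208) and 0.17 (adjusted p = 0.302). The proteasome list did not pass in dI (adjusted p = 0.473 from camera) or dA (adjusted p = 0.266 from camera). Proteasome gave 0 higher, 0 lower and 32 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (dI and dA). Proteasome had adjusted p = 0.0486 without dN replicate unnumbered (dI) and 0.0122 without dN replicate unnumbered (dA). Vacuolar protease and autophagy genes, 24 in all, gave 1 higher, none lower and 23 not passing in dI and 1 higher, 1 lower and 22 not passing in dA. That list was called higher in dI (adjusted p = 0.0253 from camera, 0.662 with an estimated correlation) and did not pass in dA (adjusted p = 0.212 from camera). The vacuolar proteases and autophagy list gave 1 higher and 0 lower (dI) and 1 higher and 1 lower (dA) when adjusted over the list alone, and 1 higher and 2 lower (dI) and 1 higher and 2 lower (dA) over all genes without dN replicate 3. For vacuolar proteases and autophagy, leaving out dN replicate 3 gave adjusted p = 0.952 (dI) with a lower direction. Vacuolar proteases and autophagy had adjusted p = 0.046 without dN replicate unnumbered (dA) and 0.00821 without dN replicate 2 (dA). APE1, a vacuolar aminopeptidase gene, rose by 0.64 (standard error 0.07, adjusted p = 2.14e-05) in dI and 0.42 (standard error 0.07, adjusted p = 0.0011) in dA, and the proteinase A gene PEP4 was at 0.41 (adjusted p = 0.106) and 0.25 (adjusted p = 0.342). The autophagy gene ATG12 fell in dA at -0.41 (adjusted p = 0.0253). At an unadjusted p under 0.05, 1547 genes of all tested passed in dI and 1456 in dA.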

In either case, the cell is expending energy on synthesizing proteins that are ultimately degraded. These effects appear in the strains that are the slowest growing with the highest ATP requirements (Figures 1b and 2b). In these cases the ER folding capacity is likely saturated, resulting in ER holdup and ERAD.

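Targets of the oxidative stress factor Yap1 were not called higher as a list in WI, WA, dI or dA. Of 20 none was called in WI. In WA none was higher, 1 was lower and 19 did not pass the test, while none rose, 4 fell and 16 did not pass in dI and none rose, 3 fell and 17 did not pass in dA. The list was called lower in WA (adjusted p = 0.035 from camera, 0.68 with an estimated correlation) and dA (adjusted p = 0.025 from camera, 0.92 with an estimated correlation), and did not pass in WI (adjusted p = 0.322 from camera) or dI (adjusted p = 0.189 from camera). The Yap1 targets list gave 0 higher and 2 lower (WA), 1 higher and 6 lower (dI) and 0 higher and 4 lower (dA) when adjusted over the list alone, and 0 higher and 4 lower (WA), 0 higher and 8 lower (dI) and 0 higher and 9 lower (dA) over all genes without dN replicate 3. For Yap1 targets, leaving out dN replicate 3 gave adjusted p = 0.0017 (dI). Yap1 targets gave 0 higher, 0 lower and 20 not passing over all genes and 0 higher and 0 lower when adjusted over the list alone (WI). Yap1 targets had adjusted p = 0.0999 without WN replicate 2 (WA), 0.176 without WA replicate 2 (WA), 0.0893 without WA replicate 3 (WA), 0.0832 without dN replicate unnumbered (dA) and 0.23 without dN replicate 2 (dA). FRM2 was at -0.51 (adjusted p = 0.0404) in WA, and the multidrug transporter gene ATR1 at -0.89 (adjusted p = 0.00399) in dI and -0.52 (adjusted p = 0.0664) in dA. OYE2, the NADPH dehydrogenase gene, fell in dI at -0.34 (adjusted p = 0.00431) and in dA at -0.42 (adjusted p = 0.00112). The thioredoxin reductase gene TRR1 was at -0.03 (adjusted p = 0.875) in WA, -0.01 (adjusted p = 0.914) in dI and -0.01 (adjusted p = 0.95) in dA, and the sulfiredoxin gene SRX1 at 1.26 (adjusted p = 0.11) in dI and 0.52 (adjusted p = 0.562) in dA. YAP1 mRNA was at -0.05 (adjusted p = 0.987) in WI and -0.002 (adjusted p = 0.994) in dA, and AFT2 at 0.09 (adjusted p = 0.707), -0.07 (adjusted p = 0.705) and -0.10 (adjusted p = 0.579) in WA, dI and dA. Of 24 iron regulon genes, none was higher, 4 were lower and 20 did not pass the test in dI and none rose, 3 fell and 21 did not pass in dA. That list was called lower in dI (adjusted p = 0.00206 from camera, 0.496 with an estimated correlation) and did not pass in dA (adjusted p = 0.111 from camera), with the siderophore transporter gene ENB1 at -1.14 (adjusted p = 0.00316) in dI and -0.67 (adjusted p = 0.0567) in dA. The iron regulon list gave 0 higher and 6 lower (dI) and 0 higher and 4 lower (dA) when adjusted over the list alone, and 1 higher and 7 lower (dI) and 3 higher and 7 lower (dA) over all genes without dN replicate 3. Iron regulon had adjusted p = 0.00288 without dA replicate 1 (dA).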

Oxidative stress TFs were also found in all conditions. Several were dual oxidative/osmotic stress TFs (*CIN5, SKN7, SKO1*), and others were dedicated to oxidative stress only (*AFT2, YAP1*). TFs were found in all three of the major oxidative stress signaling pathways, (a) the Hog1 MAPK pathway (where *SKO1 *is the DNA binding agent), (b) Sln1 pathway (where *SKN7 *is the DNA binding agent), and (c) *YAP1 *and *CIN5*, which directly sense oxidative stress and bind DNA [44]. The cell's control machinery appears to have hard-wired oxidative stress responses to increased secretory demand, as oxidative/hypo-osmotic pathways have a high degree of overlap, which is appropriate because increased secretion of cell wall proteins will result in higher oxidative stress. In particular, Skn7p, which has already been mentioned for its role in managing secretory pathway directly in an osmotic stress pathway, can also activate oxidative stress response genes [45].

Oxidative stress was pronounced with all secretory perturbations and has been identified in other studies to be associated with secretory stress [1,17]. Futile cycling may be the dominant disulfide resorting pathway when folding is limited. In previous studies, oxidative stress, induced by tunicamycin, a N-linked glycosylation inhibitor, increased with ER stress, despite no increase in the net disulfide bond formation demand [17]. The futile cycle does predict non-stoichiometric ROS formation, while isomerization does not. ROS can be formed at potentially limitless amounts through multiple rounds of disulfide formation and breaking. This will occur under conditions where the rate of folding is slow, a result of proteins that are specifically difficult to fold, or a result of the overall ER folding capacity being saturated. As well, futile cycling will increase as the number of available cysteine residues available for disulfide bonding increase, as is the case for α-amylase, due to the extended amount of isomerization that may be needed to form the correct disulfide bonds.

One implication of the proposed thermodynamic model is that PDI paralogues, or cysteines within a PDI, must exist at different electron affinities that are above and below the electron affinity of the protein to be folded. Although *in vivo *redox potentials of PDI cysteine pairs were not measured, from first principles it would appear highly likely that these PDIs would need different redox potentials to carry out isomerization. In Figure 4a, we assume that only PDIs interact with the folding protein. This appears the case, as kinetic rates for direct glutathione oxidation/reduction are too slow to be physiologically relevant [9]. Electron affinity (and therefore redox potential) is broadly determined by the proximity of the two cysteines, with the proximity determined by the current structure of the protein [46]. Cysteines that are in the correct orientation will have a low electron affinity and easily form disulfide bonds, while cysteines that are not in the correct orientation will have a high electron affinity and will have unstable disulfide bonds. Therefore, the electron affinity of a correctly folded/correct disulfide bond would be lower than that of a misfolded or incorrect disulfide bond. This difference in electron affinity may allow PDIs to selectively break disulfides with high electron affinity (incorrect bonds), but not disulfide bonds with low affinity (correct bonds).

The need for different PDIs to form or break disulfide bonds may explain the need for many PDI homologues in the ER, each with different structures, and therefore different electron affinities. These PDIs can only span a finite range of electron affinities, and there may be implications for proteins that have disulfide pairs with electron affinities higher than the highest PDI or lower than the lowest PDI. If no PDI has a lower electron affinity than an incorrect disulfide bond, then the disulfide bond cannot be broken and the protein is terminally misfolded. As well, a protein that has a native disulfide pairing with an electron affinity higher than any PDI cannot form a bond. This may be the case when recombinant proteins are being processed in the ER.

Futile cycling as a large potential ROS source has broad implications on the cell. Tu and Weissman predict Ero1p-produced ROS that is one-to-one with disulfide bond formation could attribute approximately 25% of cellular ROS to the secretory pathway [1]. Therefore, even larger ROS production is likely if the futile cycle is the dominant disulfide resorting pathway under folding stress. This also has implications on GSH and possibly NADPH availability, as it is doubly consumed (a) by the reduction of ROS and (b) directly in the futile cycle. The futile cycle limits reducing equivalents needed for anabolic processes, and may explain the reduced growth rates observed in folding stressed strains (WA, dI, and dA).

In all, Figure 4b highlights that the relative rates of two processes, protein folding and disulfide bond formation, must be kept in balance to avoid significant cellular stress. If disulfide bond formation is fast compared to folding, high futile cycle use will result in high ROS formation, NADPH loss, and high protein degradation as a result of ERAD. This scenario is observed in the *Δhac1 *strains dI and dA.

The engineering implications for protein secretion become much clearer with this understanding of protein folding to disulfide bond formation ratio. When overexpressing a recombinant protein, an optimal expression must be found, where transcription is as high as possible without overloading the ER folding capacity and sending the cell into an oxidative stressed state. This optimal expression level will be different for different proteins, as protein folding rates will vary according to the protein size and structure. We see this in comparing IP and α-amylase expression. The concept of an optimal expression has been identified heuristically, in the present study we identify the competing molecular effects that could define these phenomena [47]. This optimal expression ratio extends to recombinant proteins that do not have disulfide bonds. For recombinant proteins without disulfide bonds, recombinant protein folding in the ER will consume folding resources, thus slowing down folding rates. Although the recombinant protein has no disulfide bonds, many native proteins still require disulfide bonds. Because of this, the folding to disulfide bond formation ratio will be disturbed, resulting in similar ROS stress.

To maintain an optimal ratio, either protein folding rates must increase or oxidation rates decrease. Overexpression of chaperones that increase folding capacity has successfully been used to increase protein secretion [6,48]. For particularly large or difficult to fold proteins this may not be adequate. A new approach may be to limit the oxidation rate of Ero1p to slow down the first step of the futile cycle. This would be done in concert with repressing ERAD, as proteins would have long retention times in the ER. In this scenario, recombinant proteins would be slowly folded, albeit without high cellular stresses. This would result in longer overall process times, but may be required for difficult to fold proteins.

## Conclusion

In this study, we identified post-Golgi vesicle sorting, high protein degradation rates, repressed overall expression, and oxidative stress in response to +/- UPR strains secreting different sized recombinant protein. These processes were identified through scoring TFs and estimating alteration to the metabolic network. These observations imply our proposed futile cycling is the dominant disulfide resorting pathway in the ER and explains non-stoichiometric ROS formation seen in our study and elsewhere. The futile cycle model, producing ROS and consuming GSH, has a clear thermodynamic driving force compared to disulfide bond isomerization. If correct, futile cycling is likely the dominant mechanism under secretory stress. This interplay between protein folding and futile cycling sheds light on a largely empirical understanding of engineering protein secretion and implies the relative rates of protein folding and disulfide bond formation are critical to maintaining cellular homeostasis. This increased molecular understanding of the secretory pathway should allow for more insightful design of secretory engineering strategies.

## Methods

### Strains and media

All experiments were performed in the background of CEN.PK 113-5D (*MAT ***a ***SUC2 MAL2*-*8*^c ^*ura3*-*52*, P. Kötter, Frankfurt, Germany) [49]. Genomic DNA from Y05650 (BY4741; Mat a; *his*3D1; *leu*2D0; *met*15D0; *ura*3D0; YFL031w::kanMX4, obtained from EUROSCARF) was used as a template for the *HAC1 *knockout cassette. Standard molecular biology techniques were used [50] and all plasmids were maintained in *Escherichia coli *DH5α in Luria Bertani (LB) broth with 80 mg/L ampicillin. PCR primers are listed in Additional file 8.

### Cloning

Genomic DNA was purified from Y05650 using Fast DNA Spin Kit for Soil (MP Biomedicals Solon, OH, USA). A 2.6 kb DNA fragment containing the genomic replacement of *HAC1 *with KanMX and flanking regions was amplified by PCR using primers KT007/KT008 (Additional file 8). The *HAC1*::kanMX4 fragment was integrated at the *HAC1 *loci of CEN.PK 113-5D by standard yeast transformation [51] and selected on 200 mg/L G418 to create the *Δhac1 *strain. Correct integration was confirmed by PCR.

DNA coding for an insulin precursor with a Yap3 pre-leader sequence and the TA57 pro-leader sequence and spacers as described [18] for correct secretory processing was synthesized with optimal codon usage for yeast and delivered on plasmid pUC57-Yap3Insulin (GenScript Co. Piscataway, NJ, USA) (Additional file 9 for sequence). α-Amylase DNA was amplified from *Saccharomyces kluyveri *YKM37 [52] using LZH018 and LZH039. The pre-pro-leader was amplified from pUC57-Yap3Insulin using primers LZH015 and LZH016. The pre-pro-leader was connected to the α-amylase by fusion PCR of the two segments together using primers LZH015 and LZH039 [53]. The pre-pro-insulin and pre-pro-amylase were cloned into the SpeI/SalI or SpeI/EcoRI sites of p426GPD, respectively, downstream of the constitutive GAPDH promoter [54], to create pYapIns and pYapAmy. Plasmids p426GPD, pYapIns, and pYapAmy were transformed into CEN.PK 113-5D and *Δhac1 *strains by standard methods [51].

### Fermentor conditions

Strains were grown in SD-2xSCAA [55], containing 20 g/L glucose, 6.7 g/L yeast nitrogen base minus amino acids (Formedium, Norfolk, UK), 2 g/L KH_2_PO_4 _(pH = 6 by NaOH), 190 mg/L Arg, 108 mg/L Met, 52 mg/L Tyr, 290 mg/L Ile, 440 mg/L Lys, 200 mg/L Phe, 1260 mg/L Glu, 400 mg/L Asp, 380 mg/L Val, 220 mg/L Thr, 130 mg/L Gly, 400 mg/L Leu, 40 mg/L Trp, 140 mg/L His, 1 g/L bovine serum albumin. Five hundred mL of medium was inoculated in a 1 L bioreactor (DasGip, Jülich, Germany) at 30°C, 600 rpm agitation, 30 standard L/h air flow, pH controlled at 6 by KOH (2 M). Strains were inoculated to an A_600 _= 0.01 from late exponential phase cultures and A_600 _was measured throughout the cultivation. Dry cell weight (DCW) was measured by filtering 5 mL of culture broth through a 0.45 μm nitrocellulose filter and measuring the increased weight of the dry filter. Glucose, ethanol, glycerol, and acetate were measured using a Summit HPLC (Dionex, Thermo Scientific, Waltham, MA, USA) with an Aminex HPX-87H column (Bio-Rad, Hercules, CA, USA). Carbon dioxide and oxygen levels were measured in the off-gas and dissolved oxygen was monitored. Transcriptome samples were taken after 5+ doublings at A_600 _= 1.0-1.4. Triplicate fermentations were carried out for each strain.

### Protein quantification

Insulin was measured by a modification of the assay by Snell *et al. *[56]. One mL of cell culture was centrifuged at 4000 × g for 4 min. Eight parts supernatant was added to one part 0.1 N HCl and 5.5 μM sodium azide and stored at 4°C until measurement. Insulin concentration was determined by HPLC using a Luna 5 μ C18(2) (250 mm × 4.6 mm) (Phenomenex, Torrance, CA, USA) column and gradient-based elution. Buffer A contained 68 mM phosphoric acid, 0.2 M sodiumsulphate and 10% (w/v) acetonitrile in water, and Buffer B contained 50% acetonitrile in water. HPLC was run with 25 μL injections at 1 mL/min and 50°C. Gradient protocol: 20% B for 10 min. Linear gradient from 20% B to 60% B over 10 min. Hold at 60% B for 5 min and then to 20% B for 3 min to re-equilibrate for next sample. Insulin standards eluted at 22.6 min and insulin precursor at 20.0 min. HPLC peaks were verified to be the correct protein by SDS-PAGE. Human insulin was used as a standard (Sigma, St. Louis, MO, USA).

α-amylase concentration was calculated from enzyme activity. α-amylase activity was measured using the Ceralpha kit (Megazyme K-CERA, Wicklow, Ireland) using α-amylase from *Aspergillus oryzae *(Sigma, St. Louis, MO, USA) as a standard. This conversion was calculated using a 1.79 U/mg (weight includes salts and purified protein) standard from Sigma using the Protein 80 chip on the Bioanalyzer (Agilent, Santa Clara, CA, USA). By this, α-amylase was found to be 0.0257 g α-amylase/g total.α-amylase activity was then converted to mass using 70 U/mg α-amylase protein.

### Transcriptome analysis

Samples for microarray were taken as described previously and stored at -80°C until processing [57]. RNA was isolated using the RNeasy Minikit (Qiagen, Valencia, CA, USA). Cells were lysed in RNeasy RLT buffer using Lysing Matrix C (MP Biomedicals Solon, OH, USA) in a Fast Prep 24 (MP Biomedicals Solon, OH, USA) as follows: 20 s at speed 6, 1 min at 4°C, 20 s at speed 6. RNA was processed to aRNA using the Genechip 3' IVT Express Kit (Affymetrix, Santa Clara, CA, USA) and hybridized/scanned on the Yeast Genome 2.0 Array (Affymetrix, Santa Clara, CA, USA) following commercial protocols to create CEL files.

Images were analyzed using R 2.10.1 statistical software and the 'affy' and 'limma' packages as described previously [58]. Briefly, background normalization was carried out using robust multi-array (RMA) average method with perfect match (PM) probes only. Interchip normalization used the qspline algorithm with median polish summary method. Statistical analysis was carried out by comparison of triplicate bioreactor measurements for each strain. Emperical Bayesian statistics were used to moderate standard errors within each gene and Benjamini-Hochberg's method to adjust for multiple testing. Microarray data was submitted to the GEO database and have accession number GSE27062 (see http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=dpyzfywysoqecbk&acc=GSE27062).

### Reporter transcription factor analysis

Transcription factor activity was scored using the Reporter Effector algorithm [23]. Transcription factor-DNA interactions were gathered from ChIP-chip with *P *< 0.001 [24]. Significant interactions were found for 176 transcription factors regulating 3,796 genes for a total of 10,849 unique interactions. Gene *P *values from comparing different strains were used to score transcription factors that were known to bind to the upstream DNA. Transcription factors with *P *< 0.05 of being activated between conditions are reported.

### Flux balance analysis

Estimates of intracellular reaction rates were performed using measured exchange fluxes of glucose, ethanol, acetate, glycerol, and carbon dioxide. Model-based error correction was used to close carbon and electron balances [59]. Flux balance analysis was carried out using a 85 reaction model of yeast central carbon metabolism and biomass yield were used [21]. Additional file 4 contains the complete results of the analysis which are used to estimate ATP consumption in the different strains.

## Abbreviations

ATP: adenosine triphosphate; dA: *Δhac1 *secreting α-amylase; dI: *Δhac1 *secreting IP; Dn: *Δhac1 *with empty vector; DNA: deoxyribonucleic acids; ER: endoplasmic reticulum; ERAD: ER-associated degradation; FBA: flux balance analysis; FRE: filamentous and invasive responsive elements; GSH: reduced glutatathione; HOG: hyper-osmotic glycerol; IP: insulin precursor; mRNA: messenger RNA; NADPH: nicotinamide adenine dinucleotide phosphate; PDI: protein disulfide isomerase; RNA: ribonucleic acid; ROS: reactive oxygen species; rRNA: ribosomal RNA; TF: transcription factor; TGN: trans-Golgi network; UPR: unfolded protein response; WA: WT secreting α-amylase; WI: WT secreting IP; WN: WT with empty vector; WT: wild-type.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KT, DP, and JN designed the experiment. KT and ZL carried out all cloning, fermentations, and analytical measurements. KT did primary calculations in transcriptomics and metabolic flux data. KT, ZL, DP, and JN analyzed data and wrote the manuscript. DP and JN supervised the research. All authors have read and approved of the final manuscript.

## Supplementary Material

Additional file 1 **Measured exchange fluxes in strains**. Measured metabolite exchange fluxes for strains used in this study. Click here for file

Additional file 2 **Final glycerol concentration of WT and *Δhac1 *strains**. Measured glycerol titers at end of fermentation for strains used in this study. Click here for file

Additional file 3 **Estimated exchange fluxes**. Metabolite exchange fluxes as estimated by error-correction algorithm for strains in this study. Click here for file

Additional file 4 **Intracellular fluxes for metabolic network**. Flux balance analysis estimates of internal fluxes for strains in thus study. Click here for file

Additional file 5 **Reporter TFs for WT protein secretion**. Transcription factors activated by recombinant protein secretion in wild-type background. Click here for file

Additional file 6 **Reporter TFs for Δ*hac1 *protein secretion**. Transcription factors activated by recombinant protein secretion in Δ*hac1 *background. Click here for file

Additional file 7 **Expression profiles for ribosomal proteins**. mRNA concentrations for yeast ribosomal proteins as determined by DNA microarray. Click here for file

Additional file 8 **Oligonucleotides used in this study**. PCR primers used for cloning and validation. Click here for file

Additional file 9 **Synthesized insulin precursor DNA sequence**. DNA sequence for insulin precursor used in this study. Click here for file

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 1 — Measured exchange fluxes in strains. Measured metabolite exchange fluxes for strains used in this study.

## Additional File 1 - Measured Exchange Fluxes in Strains

| **Table S1 – Measured Exchange Fluxes in Wild Type Strains*** | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **WN** | | **WI** | | | **WA** | | | |  |
| **Biomass Formation**** | 16.8 | +/- | 0.97 | 15.4 | +/- | 0.79 | 12.5 | +/- | 0.50 |  |
| **Glucose Uptake** | 16.8 | +/- | 0.81 | 17.1 | +/- | 1.29 | 16.8 | +/- | 0.36 |  |
| **O2 Uptake** | 11.2 | +/- | 2.31 | 10.9 | +/- | 0.73 | 15.6 | +/- | 5.05 |  |
| **Ethanol Secretion** | 20.6 | +/- | 3.94 | 23.2 | +/- | 2.18 | 20.3 | +/- | 1.11 |  |
| **Glycerol Secretion** | 2.2 | +/- | 0.58 | 1.8 | +/- | 0.43 | 2.0 | +/- | 0.42 |  |
| **Acetate Secretion** | 2.4 | +/- | 0.12 | 2.8 | +/- | 0.28 | 2.5 | +/- | 0.23 |  |
| **CO2 Secretion** | 19.2 | +/- | 0.06 | 21.0 | +/- | 0.35 | 20.4 | +/- | 0.06 |  |

| **Table S2 - Measured Exchange Fluxes in** *Δhac1* **Strains*** | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **dN** | | **dI** | | | **dA** | | | |  |
| **Biomass Formation**** | 14.9 | +/- | 0.32 | 11.1 | +/- | 0.33 | 11.9 | +/- | 0.14 |  |
| **Glucose Uptake** | 16.2 | +/- | 1.26 | 19.2 | +/- | 1.92 | 16.1 | +/- | 0.91 |  |
| **O2 Uptake** | 9.8 | +/- | 2.07 | 16.1 | +/- | 0.72 | 14.7 | +/- | 2.88 |  |
| **Ethanol Secretion** | 23.5 | +/- | 4.41 | 24.1 | +/- | 4.67 | 20.0 | +/- | 1.10 |  |
| **Glycerol Secretion** | 1.5 | +/- | 0.15 | 3.0 | +/- | 0.27 | 2.1 | +/- | 0.11 |  |
| **Acetate Secretion** | 1.7 | +/- | 0.52 | 2.7 | +/- | 0.26 | 2.3 | +/- | 0.09 |  |
| **CO2 Secretion** | 19.3 | +/- | 3.71 | 24.1 | +/- | 3.00 | 19.9 | +/- | 0.79 |  |

*Fluxes reported as mmol/gDCW/h

**Biomass molecular formula – CH1.94O0.52N0.25

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 2 — Final glycerol concentration of WT and Δhac1 strains. Measured glycerol titers at end of fermentation for strains used in this study.

## Additional File 2. – Final Glycerol Concentration of WT and *Δhac1* strains

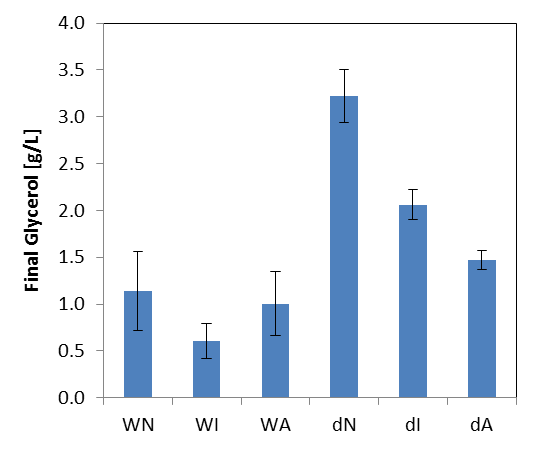

Glycerol concentration at end of fermentation. *Δhac1* strains accumulated more glycerol than WT strains. Recombinant protein production reduced glycerol accumulation in both *Δhac1* and WT.

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 3 — Estimated exchange fluxes. Metabolite exchange fluxes as estimated by error-correction algorithm for strains in this study.

| **Additional File 3 – Estimated† Exchange Fluxes in Strains*** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **WN** | **WI** | **WA** | **dN** | **dI** | **dA** |  |
| **Biomass Formation**** | 16.9 | 15.5 | 12.6 | 15.0 | 11.2 | 12.0 |  |
| **Glucose Uptake** | 13.9 | 14.6 | 13.2 | 13.6 | 15.3 | 12.8 |  |
| **O2 Uptake** | 4.3 | 4.1 | 7.2 | 2.7 | 7.2 | 6.7 |  |
| **Ethanol Secretion** | 16.2 | 18.3 | 15.5 | 18.2 | 18.9 | 15.1 |  |
| **Glycerol Secretion** | 2.3 | 1.9 | 2.1 | 1.5 | 3.1 | 2.2 |  |
| **Acetate Secretion** | 2.5 | 2.9 | 2.5 | 1.8 | 2.7 | 2.4 |  |
| **CO2 Secretion** | 22.3 | 23.9 | 24.1 | 22.3 | 28.0 | 23.4 |  |

*Fluxes reported as mmol/gDCW/h

**Biomass molecular formula – CH1.94O0.52N0.25

†Flux corrected by macroscopic elemental balances (Wang and Stephanopoulos, 1983). This is required to ensure feasible flux balance analysis (FBA) solutions can be found.

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 4 — Intracellular fluxes for metabolic network. Flux balance analysis estimates of internal fluxes for strains in thus study.

*Fluxes reported as mol/gDCW/h.

†Yeast central carbon metabolic model used (Forst*er et* al, 2002). All nomenclature follows the published model.

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 5 — Reporter TFs for WT protein secretion. Transcription factors activated by recombinant protein secretion in wild-type background.

## Additional File 5 – Reporter TFs for WT Protein Secretion

|  |  | **Table 1 - Reporter TFs for WT General Protein Secretion** | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Reg.*** | | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| ↑ | | | 3.04E-4 | 2.07E-05 | CIN5 | Oxidative/Osmotic Stress Response |
| ↑ | | | 0.004109 | 0.0051856 | XBP1 | Stress/Starvation Control of Cell Cycle |
| ↑ | | | 4.21E-4 | 9.16E-4 | HSF1 | Thermal Stress Response |
| ↑ | | | 0.009928 | 6.95E-05 | MSN2 | General Stress Response |
| **↑↓** | | | 0.006658 | 0.0460687 | DAL81 | Organic Nitrogen Degradation |
| ↑ | | | 0.036084 | 4.93E-05 | SOK2 | Cell Cycle |
| **↑↓** | | | 0.038552 | 7.70E-4 | NRG1 | Glucose Repression |
| ↑ | | | 0.042854 | 0.00791675 | SKN7 | Oxidative/Osmotic Stress Response |
| **↓** | | | 0.039561 | 0.0120536 | GAL3 | Galactose Utilization |
| **↓** | | | 0.041230 | 0.0346584 | HAC1 | Unfolded Protein Response |
|  |  | *Regulation – Targets of TF are up or down regulated | | | | |
|  | | |  |  |  |  |
|  |  | **Table 2 - Reporter TFs for WT Small Protein Secretion** | | | | |
| **Reg.*** | | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| **↑** | | | 0.0003007 | 0.0966891 | MCM1 | Pheremone Response |
| **↑** | | | 3.65E-05 | 0.200884 | FKH2 | Cell Cycle |
| **↑** | | | 0.001804 | 0.469585 | MBP1 | Cell Cycle |
| **↑** | | | 0.004767 | 0.170754 | SWI6 | Cell Cycle |
| **↑** | | | 0.008535 | 0.0966345 | NDD1 | Cell Cycle |
| **↓** | | | 0.017158 | 0.128961 | CST6 | AFT/CREB TF - Non-optimal carbon source |
| **↑↓** | | | 0.024311 | 0.0650543 | STO1 | Overall mRNA control |
| **↑** | | | 0.038010 | 0.0755082 | MSN4 | Stress Response |
| **↓** | | | 0.038890 | 0.1561 | UPC2 | Sterol Biosynthesis |
| **↓** | | | 0.039610 | 0.117658 | STE12 | Invasive Growth |
|  |  | *Regulation – Targets of TF are up or down regulated | | | | |

|  |  | **Table 3 - Reporter TFs for WT Large Protein Secretion** | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Reg.*** | | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| ↑ | | | 0.0893439 | 0.0051132 | SKO1 | Oxidative/Osmotic Stress Response |
| ↑ | | | 0.778898 | 0.0096119 | AFT2 | Oxidative Stress |
| ↑ | | | 0.0966919 | 0.0215226 | MIG3 | General Stress Response |
| **↑↓** | | | 0.398792 | 0.0010358 | YAP7 | Unknown |
| **↓** | | | 0.661159 | 0.0111131 | BAS1 | Purine/Histidine Biosynthesis |
| ↑ | | | 0.75781 | 0.0200425 | AZF1 | Glucose Response |
| **↓** | | | 0.0606936 | 0.0208618 | PHO2 | Phosphate Metabolism |
| **↑↓** | | | 0.244058 | 0.0228582 | MOT3 | Oxygen/Ergosterol Synthesis |
| ↑ | | | 0.0593748 | 0.0239297 | HIR2 | Chromatin Silencing |
| **↑↓** | | | 0.293962 | 0.0253314 | CAD1 | Stress Response |
| ↑ | | | 0.290363 | 0.0297114 | UME6 | Nutritional Sensing for Myosis |
| ↑ | | | 0.0576075 | 0.0306253 | PHD1 | Invasive Growth |
| ↑ | | | 0.112671 | 0.0321627 | ARG80 | Arginine Biosynthesis |
| ↑ | | | 0.455592 | 0.0325519 | YAP6 | Osmotic Stress Response |
| ↑ | | | 0.209152 | 0.0335437 | MSN1 | Secreted Protein Synthesis / Osmotic Stress |
| **↓** | | | 0.710722 | 0.0354209 | THO2 | Overall Transcriptional Regulation |
| **↓** | | | 0.461552 | 0.0354986 | MET32 | Methionine Biosynthesis |
|  |  | *Regulation – Targets of TF are up or down regulated | | | | |

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 6 — Reporter TFs for Δhac1 protein secretion. Transcription factors activated by recombinant protein secretion in Δhac1 background.

## Additional File 6 – Reporter TFs for Δ*hac1* Protein Secretion

|  | **Table 1 - Reporter TFs for Δ*hac1* General Protein Secretion** | | | | |
| --- | --- | --- | --- | --- | --- |
| **Reg.*** | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| **↑↓** | | 0.0004362 | 0.0148005 | CAD1 | Stress Response |
| **↑** | | 3.53E-06 | 7.73E-06 | CIN5 | Oxidative/Osmotic Stress Response |
| **↓** | | 0.013459 | 0.0001312 | DAL81 | Organic Nitrogen Degradation |
| **↓** | | 0.005565 | 0.0085637 | GCN4 | Amino Acid Synthesis |
| **↑↓** | | 0.010984 | 0.0072941 | HAP1 | Oxygen-dependent Growth |
| **↑** | | 0.0006498 | 7.30E-05 | HSF1 | Thermal Stress Response |
| **↑** | | 0.0007429 | 0.0017741 | MSN2 | General Stress Response |
| **↓** | | 0.0300432 | 0.037044 | OTU1 | Deubiquination |
| **↑** | | 0.0140043 | 0.0022747 | PHD1 | Invasive Growth |
| **↑** | | 0.031297 | 0.019443 | RIM101 | Invasive Growth / Cell Wall Synthesis |
| **↓** | | 0.0443422 | 0.025154 | RTG3 | Glutamine Synthesis |
| **↑** | | 0.0093903 | 0.0070845 | SKN7 | Oxidative/Osmotic Stress Response |
| **↑** | | 0.007428 | 0.018743 | SNT2 | Amine Transporters |
| **↑** | | 6.36E-05 | 0.0001476 | SOK2 | Cell Cycle |
| **↑** | | 0.0261086 | 0.010241 | STO1 | mRNA Transport/Degradation |
| **↑** | | 0.0009199 | 0.029928 | XBP1 | Stress/Starvation Control of Cell Cycle |
| **↑↓** | | 0.0087531 | 0.005922 | YAP6 | Osmotic Stress Response |
| **↓** | | 0.0001468 | 3.49E-07 | YAP7 | Unknown |
|  | | *Regulation – Targets of TF are up or down regulated | | | |

|  | **Table 2 - Reporter TFs for Δ*hac1* Small** **Protein Secretion** | | | | |
| --- | --- | --- | --- | --- | --- |
| **Reg.*** | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| **↓** | | 0.01734 | 0.38679 | ARG81 | Arginine Biosynthesis |
| **↓** | | 0.03317 | 0.09560 | AZF1 | Glucose Response |
| **↓** | | 3.55E-07 | 0.99906 | FHL1 | Ribosome Synthesis |
| **↑** | | 0.04787 | 0.21845 | GCR2 | Glycolytic Genes |
| **↑** | | 0.04734 | 0.13615 | MDS3 | Mating Response |
| **↑** | | 0.02823 | 0.47692 | OAF1 | Beta-oxidation and Peroxisome |
| **↓** | | 0.009135 | 0.05100 | PUT3 | Proline utilization |
| **↓** | | 6.91E-05 | 0.99435 | RAP1 | Overall Transcriptional Regulation |

|  | **Table 3 - Reporter TFs for Δ*hac1* Large Protein Secretion** | | | | |
| --- | --- | --- | --- | --- | --- |
| **Reg.*** | | **IP Reporter**  **P value** | **Amylase Reporter**  **P value** | **TF Name** | **TF Class** |
| **↓** | | 0.25700 | 0.038320 | ASH1 | Mating Type Switching |
| **↑** | | 0.05096 | 0.005858 | CUP9 | Peptide Transporters |
| **↑** | | 0.55850 | 0.013394 | FKH2 | Cell Cycle |
| **↑↓** | | 0.23086 | 0.009863 | HAC1 | Unfolded Protein Response |
| **↓** | | 0.13047 | 0.025260 | MTH1 | Cell Cycle |
| **↑** | | 0.30922 | 0.038716 | NDD1 | Cell Cycle |
| **↑** | | 0.06672 | 0.001027 | NRG1 | Glucose Repression |
| **↓** | | 0.31583 | 0.045270 | PDC2 | Glycolysis |
| **↑↓** | | 0.10573 | 0.037930 | PHO2 | Phosphate Metabolism |
| **↓** | | 0.23953 | 0.025888 | PHO4 | Phosphate Metabolism |
| **↑↓** | | 0.56574 | 0.041989 | RGT1 | Glucose Transporters |
| **↑↓** | | 0.05730 | 0.007673 | ROX1 | Oxygen-dependent Growth |
| **↓** | | 0.51566 | 0.048979 | SWI4 | Cell Cycle |
| **↓** | | 0.06492 | 0.000453 | YAP1 | Oxidative Stress |

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 7 — Expression profiles for ribosomal proteins. mRNA concentrations for yeast ribosomal proteins as determined by DNA microarray.

## Additional File 7. –Ribosomal Protein Expression is downregulated with insulin expression in Δ*hac1* strain

While few genes for the ribosomal proteins exhibited a stringent P value, taken as a group, it is likely that the ribosomal proteins are upregulated in the *hac1* no protein (dN) state over the insulin state (dI). 

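RPS17B, of the small ribosomal subunit, was lower in dI than in dN at -0.47 (adjusted p = 0.00611). The ribosomal protein genes gave 39 higher, none lower and 88 not passing in dN against WN, and the list was called higher by a median of 0.26 (adjusted p = 8.11e-14 from camera, 0.598 with an estimated correlation). The ribosomal proteins list gave 81 higher and 0 lower when adjusted over the list alone, and 6 higher and 0 lower over all genes without dN replicate 3. RPP1B, an acidic stalk protein gene, and RPS25B changed by 0.30 (adjusted p = 0.00985) and 0.41 (adjusted p = 0.0113) there. Between dI and WI, none passed the test, and the list did not pass (adjusted p = 0.629 from camera). The ribosomal proteins list gave 0 higher and 0 lower when adjusted over the list alone, and 0 higher and 1 lower over all genes without dN replicate 3. By limma, 1 of these genes had an unadjusted p under 0.05.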

Note, the log2 ratio is dN/dI, therefore a positive value is downregulation in the dI strain.

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 8 — Oligonucleotides used in this study. PCR primers used for cloning and validation.

| **Additional File 8 - Oligonucleotides used in this study** | |
| --- | --- |
| Primer | Sequence |
| KT007 | TATCTATACAAAAAACGGCAGACAATGCAG |
| KT008 | GGAGACAGAACAGTAGAAACCACTAAGCGA |
| LZH015 | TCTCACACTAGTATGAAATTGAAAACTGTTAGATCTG |
| LZH016 | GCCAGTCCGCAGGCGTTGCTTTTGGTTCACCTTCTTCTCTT |
| LZH018 | GCAACGCCTGCGGACT |
| LZH039 | TCATGGATCCCACTGTCCAATGC |

# Supplementary material for: Imbalance of heterologous protein folding and disulfide bond formation rates yields runaway oxidative stress
**Source:** BMC Biol. 2012 Mar 1;10:16. doi: 10.1186/1741-7007-10-16
**Supplement:** Additional file 9 — Synthesized insulin precursor DNA sequence. DNA sequence for insulin precursor used in this study.

## Additional File 9. Synthesized Insulin Precursor DNA Sequence

ACT AGT AAC AAA ATG AAA TTG AAA ACT GTT AGA TCT GCT GTT TTG TCT TCT TTG TTT GCT

1 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 60

TGA TCA TTG TTT TAC TTT AAC TTT TGA CAA TCT AGA CGA CAA AAC AGA AGA AAC AAA CGA

Met Lys Leu Lys Thr Val Arg Ser Ala Val Leu Ser Ser Leu Phe Ala

TCT CAA GTT TTG GGT CAA CCA ATT GAT GAT ACT GAA TCT CAA ACT ACT TCT GTT AAT TTG

61 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 120

AGA GTT CAA AAC CCA GTT GGT TAA CTA CTA TGA CTT AGA GTT TGA TGA AGA CAA TTA AAC

Ser Gln Val Leu Gly Gln Pro Ile Asp Asp Thr Glu Ser Gln Thr Thr Ser Val Asn Leu

ATG GCT GAT GAT ACT GAA TCT GCT TTT GCT ACT CAA ACT AAT TCT GGT GGT TTG GAT GTT

121 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 180

TAC CGA CTA CTA TGA CTT AGA CGA AAA CGA TGA GTT TGA TTA AGA CCA CCA AAC CTA CAA

Met Ala Asp Asp Thr Glu Ser Ala Phe Ala Thr Gln Thr Asn Ser Gly Gly Leu Asp Val

GTT GGT TTG ATT TCT ATG GCT AAA AGA GAA GAA GGT GAA CCA AAA TTT GTT AAT CAA CAT

181 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 240

CAA CCA AAC TAA AGA TAC CGA TTT TCT CTT CTT CCA CTT GGT TTT AAA CAA TTA GTT GTA

Val Gly Leu Ile Ser Met Ala Lys Arg Glu Glu Gly Glu Pro Lys Phe Val Asn Gln His

TTG TGT GGT TCT CAT TTG GTT GAA GCT TTG TAT TTG GTT TGT GGT GAA AGA GGT TTC TTT

241 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 300

AAC ACA CCA AGA GTA AAC CAA CTT CGA AAC ATA AAC CAA ACA CCA CTT TCT CCA AAG AAA

Leu Cys Gly Ser His Leu Val Glu Ala Leu Tyr Leu Val Cys Gly Glu Arg Gly Phe Phe

TAC ACT CCA AAG GAA TGG AAG GGT ATC GTT GAA CAA TGT TGT ACT TCT ATC TGT TCT TTG

301 --- --- --- +-- --- --- -+- --- --- --+ --- --- --- +-- --- --- -+- --- --- --+ 360

ATG TGA GGT TTC CTT ACC TTC CCA TAG CAA CTT GTT ACA ACA TGA AGA TAG ACA AGA AAC

Tyr Thr Pro Lys Glu Trp Lys Gly Ile Val Glu Gln Cys Cys Thr Ser Ile Cys Ser Leu

TAC CAA TTG GAA AAT TAT TGT AAT TAA GTC GAC

361 --- --- --- +-- --- --- -+- --- --- --+ --- 393

ATG GTT AAC CTT TTA ATA ACA TTA ATT CAG CTG

Tyr Gln Leu Glu Asn Tyr Cys Asn ***

13 Start Codon

13-75 Pre sequence (from Yap3)

76-201 Pro sequence (TA57)

226-384 Insulin Precursor

Pre, pro, and insulin precursor amino acid sequence from

### Supplemental References

1. Kjeldsen T, Pettersson AF, & Hach M (1999) The role of leaders in intracellular transport and secretion of the insulin precursor in the yeast Saccharomyces cerevisiae. *Journal of Biotechnology* 75(2-3):195-208.

How the deposited data were processed for this re-analysis (not part of the article)

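Total RNA from 18 bioreactor cultures of S. cerevisiae, 3 for each of 6 strains, was measured on 18 Affymetrix Yeast Genome 2.0 arrays, 1 array per culture. The strains were wild type with the empty vector (WN), with insulin precursor (WI) and with α-amylase (WA), and the HAC1 deletion with the same vectors (dN, dI and dA). Arrays were assigned to strains from their titles and strain labels. A dN array has no replicate number in its title and is called the unnumbered replicate here. The label of WN replicate 1 describes another way of breaking the cells than the labels of the other 17 arrays, and the paper describes a single way for all.

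The values are log2 signals that the authors made before they deposited them: background correction as in RMA on perfect-match probes, qspline normalization between arrays, and a median polish to 1 value per probe set, in R 2.10.1 as the paper states. They were used as deposited, and no array was left out. No raw scans were processed here. Since the authors scaled the arrays against each other, a change in the total amount of mRNA per cell is outside what the values show.

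Of 10928 probe sets, 7244 carry a single gene symbol, 1 carries several, and 3683 are unnamed. Probe sets named after a gene outside the S. cerevisiae reference, 1746 in number, were left out of the tests, as were unnamed ones. The remaining 5498 belong to 5449 genes. For the 47 genes with several probe sets, the probe set with the highest mean signal over all arrays was taken. For 12 genes the symbol was updated to that of the reference. The 5430 probe sets outside the tested ones served as a background level: their 95th percentile lay at 4.38 to 4.63 in the 18 arrays, and 4892 to 4971 genes per array lay above it. A fold change against a strain whose arrays are all at or under that level is given as a lower bound.

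A linear model with a mean for each of the 6 strains was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (12 residual degrees of freedom), with empirical Bayes variances. Each of 9 pairs of strains was compared, and for each protein the difference between its effect in the deletion background and in wild type was tested as an interaction. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 5449 genes. The paper states no threshold for its counts of genes. Standard errors use the variance that limma shares between genes and the spread of all 6 strains. Since the dN arrays spread more than the others, this tends to make them too small in comparisons with dN. Replicates are bioreactor cultures (n = 3).

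A total of 52 lists of genes, written from textbook knowledge, stands in for the regulator network of the paper, which is not among the data at hand. Each list was tested against all other genes with camera at a preset correlation of 0.01 between genes, adjusted over the 52 lists within a comparison. For each list described at a claim the numbers called higher, lower and not called are given, also with p adjusted over the members alone. Camera with an estimated correlation, camera on ranks and the rotation test fry were alternatives. Fry asks whether the genes of a list move, on balance, one way and does not compare them with other genes. Overlaps of called genes are given beside the number that unrelated lists would share. Correlations between comparisons that share arrays are given beside those of simulated unchanged groups on the same arrays (100 simulations). These groups were drawn with the same spread, so the larger spread of dN is not in them.

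The comparisons, tests, lists, rule for named genes and most alternatives were chosen before the data were examined. By that rule the text names, per comparison, up to 10 of the highest and 10 of the lowest log2 fold changes among called genes whose 3 arrays of a strain all lie above the 3 of the other, every gene the paper names, and up to 4 members with the smallest adjusted p of each list described. The gene the paper prints as FUG1 was taken as EUG1. Some further list members (such as STL1, GPD1, TRX1, TRX2, FLO11, CIT2, PTR2, TRR1 and SRX1) and a few genes followed across comparisons were named after their values were seen, mostly because they did not pass. The overlaps of WA with dI and of WA with dA were counted after the results were seen.

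The alternatives tried were a fit of only the strains compared, a block for the replicate number, all probe sets, leaving out dim genes, quantile normalization, median centring, a variance prior with an intensity trend, stricter thresholds and leaving out each array in turn. Array quality weights, leaving dN replicate 3 out of the shared spread, and 2 combinations with the fit of only the strains compared were added after the data had been seen. Array weights were first estimated by restricted maximum likelihood, which stopped before it converged; after its counts had been seen it was replaced by the gene-by-gene method. Other splits of the arrays into 3 and 3 were counted for each comparison, and 100 shuffles for each interaction. After strain means were removed, same-numbered arrays correlated over 0.1 in all 3 pairs of WI with WA (0.402 to 0.675) and of dI with dA (0.116 to 0.356), and in none of the other comparisons did 3 pairs do so. Between dN and WN there are only 2 such pairs, since a dN array has no number, and both correlated over 0.1 (0.458 and 0.620). With the replicate block 893 genes were called there. Nothing in the labels or the paper says that a number marks a shared batch or day.

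The fit was tested on simulated data for dN against WN: normal errors with the measured mean and spread of each gene, independent between genes, were drawn for 18 arrays, and 100 genes were shifted 2-fold and 100 genes 1.4-fold in dN. The fit of 6 strains recovered 95 and 63 of them with 13 false calls among 171, and the fit of only dN and WN recovered 90 and 47 with 15 false calls among 152. With no genes shifted, the highest of the 9 comparisons gave 1 call. A list of 30 genes shifted by 0.3 had adjusted p = 2.29e-23 with the preset correlation and 3.06e-06 with the estimated one, and of 30 unshifted lists 0 were called. All simulated strains had the same spread, so the larger spread of the dN arrays was not covered and the fits are not ranked for it. The simulated genes were independent, so how often lists of correlated genes are called by mistake was not covered either.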

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

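The tests of the 3 URA3 control probe sets and of genes near URA3 in signal, and the shuffles with the shared response taken out, were chosen after the result was seen. The response to insulin precursor differed between the deletion background and wild type for 39 genes, and the response to α-amylase for 73, by a test of the difference itself. For insulin precursor, 9 of 100 splits gave as many genes, the real one included, and the highest other gave 358. For α-amylase, 6 of 100 did, with up to 808. By these splits chance is not excluded for either count. They exchange producing and empty vector arrays, though, so they carry the response to the protein itself and are a poor stand-in for a response without a difference. With the response that both backgrounds share taken out first, 1 of 100 splits gave as many genes for insulin precursor (highest other 0). For α-amylase 2 of 100 did (highest other 614). That response was estimated from the real grouping, so taking it out left the real counts unchanged by construction and could change only the shuffled ones. An exchange of all arrays within a background must then give a difference of 0. These shuffles therefore cannot exclude chance, which remains open for both counts. All of the first splits with as many genes as the real one fell to 0 there. The split with 614 genes points to a structure of the samples that was not identified. Leaving out dN replicate 3 gave 79 and 400 genes.

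With insulin precursor, genes with a higher response in the deletion background included CYC7 (1.55), MDH2 (1.40), IZH4 (1.36), DAK2 (1.29), DAL80 (1.26), SOL4 (1.25), YRO2 (1.21), URA8 (1.09), DCS2 (1.06) and RIB4 (1.06), and those with a lower response included ENB1 (-1.48), URA3 (-1.10), PDR12 (-1.08), LYS20 (-1.05), ARG3 (-0.81), YLR179C (-0.49) and SAM1 (-0.44), as differences of log2 fold changes. DAK2 and DAL80 lay at background in all arrays, and IZH4 in 2 of the 3 dN arrays, so these values give no size of a change. Lists with a higher response were osmotic stress (0.49), cell wall integrity (0.47), Msn2/4 targets (0.58), Hsf1 targets (0.11), vacuolar proteases and autophagy (0.22), respiratory chain (0.089), glyoxylate and gluconeogenesis (0.29), glycolysis (0.12), meiosis (0.15) and glycerol (0.30) and lists with a lower response were ribosomal proteins (-0.22), ribosome biogenesis (-0.37), RNA polymerase I and III (-0.32), amino acid biosynthesis (-0.16), arginine biosynthesis (-0.14), purine biosynthesis (-0.33) and iron regulon (-0.35), by their medians. With an estimated correlation 0 of these 17 lists passed, and without dN replicate 3 9 did, with the calls lost for osmotic stress (0.187), cell wall integrity (0.456), Hsf1 targets (0.456), RNA polymerase I and III (0.0669), purine biosynthesis (0.508), vacuolar proteases and autophagy (0.62), meiosis (0.204) and glycerol (0.141) (adjusted p in brackets).

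With α-amylase, genes with a higher response in the deletion background included YNL058C (1.13), GAC1 (1.00), YER078W-A (1.00), DSF1 (0.98), GPH1 (0.98), EUG1 (0.93), DAK2 (0.91), RGI1 (0.87), FCY21 (0.80) and GIP1 (0.78), and those with a lower response included YLL066W-B (-2.07), LYS20 (-1.85), FRE4 (-1.85), URA3 (-1.53), FRE1 (-1.47), YDR222W (-1.43), LYS9 (-1.36), MF(ALPHA)1 (-1.32), YAR068W (-1.07) and CHA1 (-1.05). Of these, DAK2, GAC1 and DSF1 lay at background in all arrays, and FRE4, YLL066W-B, CHA1, YER078W-A, FCY21 and GIP1 in all 3 arrays of at least 1 of the 4 strains, and MF(ALPHA)1 in 2 of the 3 dN arrays, so their values give no size of a change. Lists with a higher response were ER chaperones (0.24), disulfide formation (0.32), ER-associated degradation (0.066), N-glycosylation (0.15), GPI anchor (0.18), COPII transport (0.16), cell wall integrity (0.30), Msn2/4 targets (0.18), methionine and sulfur (0.30), glycolysis (0.10) and phospholipid synthesis (0.14). Lists with a lower response were ribosome biogenesis (-0.30), RNA polymerase I and III (-0.32), amino acid biosynthesis (-0.18), arginine biosynthesis (-0.33), iron regulon (-0.34) and peroxisome and beta-oxidation (-0.36). Of these 17 lists 0 passed with an estimated correlation and 9 without dN replicate 3, where the calls were lost for ER-associated degradation (0.29), cell wall integrity (0.87, turned lower), Msn2/4 targets (0.9), ribosome biogenesis (0.915), RNA polymerase I and III (0.423), arginine biosynthesis (0.143), methionine and sulfur (0.275) and phospholipid synthesis (0.0562) (adjusted p in brackets).

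URA3, the marker of the vector, is outside the genes the paper discusses and was lower than in the empty vector strain by log2 fold changes of -1.21 in WI, -1.98 in WA, -2.31 in dI and -3.50 in dA, with all 3 arrays of each producing strain below all 3 of its control. A fault of 1 probe set is argued against, since the 3 URA3 control probe sets changed from dN to dA by -2.95 to -3.67, and so is between-array scaling. The smaller change under the 2 rescalings was -3.50, but they moved it little, and the closer test is of the 100 genes nearest to URA3 in dN: their median change from dN to dA was -0.023 and the lowest -0.43. Pyrimidine limitation remains open. Of 8 tests of URA4 and URA10, 5 were called higher and 0 lower. URA4 was at 0.29, 0.60, 0.82 and 0.65 and URA10 at 0.29, 0.34, 0.88 and 0.68 in the same order. The URA10 calls use dN arrays with an SD of 0.54. URA1, outside those 8 tests, was called higher in WI, WA, dI and dA, at 0.53, 1.01, 1.31 and 1.15. A lower dose or expression of the marker may thus limit uracil synthesis in the producing strains. Such a limitation would follow the fall of URA3, and the cause of that fall is not settled by it. Plasmid copy number was not measured.

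A control probe set whose target the annotation does not state gave a signal in data that the paper does not report on. Its mean over the deletion arrays was 10.28 log2 units above that over the wild type arrays, at 11.07 to 11.31 in the 9 deletion arrays and 0.58 to 1.19 in the 9 wild type arrays. By their labels and the paper's methods, the deletion strains carry a kanMX cassette in place of HAC1. The signal thus follows the presence of that cassette as well as the loss of HAC1. What it detects was not tested.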

How the results depend on the processing

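Array quality weights, the shared spread without dN replicate 3, the fit of only the strains compared over all probe sets and that fit without dN replicate 3 were chosen after seeing the data. KAR2 in dN kept direction and call under each of its 14 alternatives, and the mean of the 4 isomerases, which has no adjusted p, kept its direction. Counts of genes stayed within 1.5-fold in 103 cases (a count under an alternative), rose beyond it in 26 and fell below it in 88, and lists at the main claims kept direction and call in 166, lost it in 18 and gained it in 3, with fry, which asks another question, among the alternatives. Over other named genes, 7907 results were the same, 720 lost the call and 108 gained it, with 0 reversed; over other lists 9163, 616 and 369, with 13 reversed. The medians of the 18 arrays as deposited were 6.94 to 7.00, and under the 2 rescalings the share of higher calls moved by over 10 points only between WA and WI, where quantile normalization gave 24 higher and 13 lower and median centring 19 and 8. Of the genes, 444 lay at or under a background of 4.50 in all strains and 5005 above it in at least 1, and below it a change is read only as a lower bound. Unless stated otherwise, the cause of a change was not tested.

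The interactions are written dI and WI (insulin precursor) and dA and WA (α-amylase). Counts of genes at an adjusted p under 0.01 were 586 (dN against WN), 604 (dI against WI), 762 (dA against WA), 7 (WI against WN), 96 (WA against WN), 304 (dI against dN), 250 (dA against dN), 16 (WA against WI), 17 (dA against dI), 11 (dI and WI) and 15 (dA and WA). Under 0.001 they were 319 (dN against WN), 323 (dI against WI), 370 (dA against WA), 2 (WI against WN), 46 (WA against WN), 99 (dI against dN), 96 (dA against dN), 6 (WA against WI), 1 (dA against dI), 4 (dI and WI) and 6 (dA and WA), and at least 2-fold 139 (dN against WN), 119 (dI against WI), 116 (dA against WA), 4 (WI against WN), 36 (WA against WN), 73 (dI against dN), 57 (dA against dN), 4 (WA against WI), 5 (dA against dI), 16 (dI and WI) and 15 (dA and WA). These fall by construction. The two-group fit, which uses only the strains compared and has fewer samples for the spread, gave 343 (dN against WN), 31 (WI against WN), 167 (WA against WN), 71 (dI against dN), 82 (dA against dN), 473 (dA against dI), 16 (dI and WI) and 17 (dA and WA). A replicate block gave 29 (WA against WI), 55 (dA against dI), 22 (dI and WI) and 31 (dA and WA). For WA against WI and dA against dI, where all 3 same-numbered pairs correlated over 0.1, the block changed no gene count by 1.5-fold. There it lost the call of AAD3 (adjusted p = 0.0619) and the pentose phosphate list (0.059) and gained those of Yap1 targets (0.0381) and the G2/M cell cycle (0.0381) between WA and WI, lost DSF1, HXT2 and STE24 (0.0517, 0.0678 and 0.0602) between dA and dI, and changed no other call of a named gene or list in those comparisons. Over all strains 17 of 40 same-numbered pairs of arrays from different strains correlated over 0.1 after strain means were removed (-0.564 to 0.675), as did 30 of 95 other pairs, and for 9 of 18 arrays the closest array of another strain had the same number.

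With an estimated correlation between genes the adjusted p was 0.182 for ER chaperones in dN against WN (alternatives 1.4e-17 to 0.182), and 0.616 for osmotic stress in WI against WN (alternatives 0.000114 to 0.622), 0.759 for osmotic stress in WA against WN (alternatives 0.000927 to 0.759), 0.662 for oxidant defence in dI against dN (alternatives 0.00168 to 0.785), 0.601 for ribosomal proteins in dI against dN (alternatives 4.58e-19 to 0.601), 0.496 for amino acid biosynthesis in dI against dN (alternatives 8.33e-10 to 0.496) and 0.313 for amino acid biosynthesis in dA against dN (alternatives 2.17e-12 to 0.313). Over all 52 lists, calls held under that setting in dN against WN for 3 lists, in dI against WI for 2, and in the other comparisons for 0. Fry, which does not compare a list with other genes, gave adjusted p = 0.622 for osmotic stress in WI, 0.397 in WA, 0.234 for oxidant defence in dI and 0.0609 for ribosomal proteins in dI, and these are counted in the ranges.

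Array quality weights gave 1925 (dN against WN), 2235 (dI against WI), 2375 (dA against WA), 180 (WI against WN), 1454 (WA against WN), 1619 (dI against dN), 2045 (dA against dN), 287 (WA against WI), 1440 (dA against dI), 345 (dI and WI) and 817 (dA and WA), osmotic stress in WA at 0.316 and oxidant defence in dI at 0.197, and reversed ribosomal proteins in WA against WN (higher, adjusted p = 0.00515, reported 0.239, alternatives 0.000357 to 0.936) and ribosomal proteins in WA against WI (higher, adjusted p = 0.26, reported 0.012, alternatives 3.75e-09 to 0.97). Weights from restricted maximum likelihood were run first, did not converge and were replaced after their counts were seen. The two-group fit over all probe sets gave 301 (dN against WN), 25 (WI against WN), 132 (WA against WN), 83 (dI against dN), 88 (dA against dN) and 197 (dA against dI), and the two-group fit with dN replicate 3 left out gave 723 (dN against WN) and 1280 (dA against dN). With dN replicate 3 left out of the shared spread, counts were 54 (WI against WN), 520 (WA against WN), 66 (WA against WI) and 375 (dA against dI).

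Leaving out each array in turn gave counts of 724 (without WN replicate 2) to 1885 (without dN replicate 2) for dN against WN; 742 (without WI replicate 1) to 879 (without dI replicate 2) for dI against WI; 921 (without WA replicate 1) to 1129 (without WA replicate 2) for dA against WA; 5 (without WI replicate 2) to 20 (without WN replicate 3) for WI against WN; 97 (without WN replicate 1) to 237 (without WA replicate 1) for WA against WN; 356 (without dI replicate 3) to 1186 (without dN replicate 2) for dI against dN; 333 (without dA replicate 1) to 1344 (without dN replicate 3) for dA against dN; 12 (without WA replicate 2) to 36 (without WA replicate 1) for WA against WI; 17 (without dI replicate 3) to 58 (without dI replicate 2) for dA against dI; 12 (without WI replicate 3) to 112 (without dN replicate 2) for dI and WI; 28 (without WA replicate 2) to 400 (without dN replicate 3) for dA and WA. Other counts moved over 1.5-fold were, for dN against WN: 761 without WN replicate 1; WI against WN: 6 without WN replicate 1, 6 without WN replicate 2, 8 without WI replicate 3; WA against WN: 115 without WN replicate 2, 104 without WA replicate 2, 152 without WA replicate 3; dI against dN: 415 without dI replicate 1; dA against dN: 414 without dN replicate unnumbered, 368 without dA replicate 2; WA against WI: 16 without WI replicate 1, 17 without WI replicate 2, 15 without WA replicate 3; dA against dI: 23 without dI replicate 1, 21 without dA replicate 1, 20 without dA replicate 2, 24 without dA replicate 3; dI and WI: 13 without WN replicate 1, 17 without WN replicate 2, 14 without WN replicate 3, 18 without WI replicate 1, 16 without WI replicate 2, 20 without dN replicate unnumbered, 79 without dN replicate 3, 12 without dI replicate 1, 23 without dI replicate 2, 20 without dI replicate 3; dA and WA: 42 without WN replicate 1, 38 without WN replicate 2, 40 without WA replicate 3, 44 without dN replicate unnumbered, 41 without dA replicate 1, 39 without dA replicate 2, 48 without dA replicate 3. KAR2 ranged from -1.63 to -1.58 and the isomerase mean from -1.71 to -1.66. Adjusted p ranged from 8.21e-12 (without WN replicate 2) to 2.43e-09 (without dN replicate 2) for ER chaperones, dN against WN; 1.23e-08 (without dN replicate 3) to 9e-07 (without dN replicate 2) for disulfide formation, dN against WN; 0.0135 (without WI replicate 3) to 0.589 (without WI replicate 1) for oxidant defence, WI against WN; 0.0546 (without WA replicate 2) to 0.841 (without WA replicate 1) for oxidant defence, WA against WN; 0.00168 (without dN replicate 2) to 0.785 (without dN replicate 3) for oxidant defence, dI against dN; 0.11 (without dN replicate 3) to 0.928 (without dA replicate 3) for oxidant defence, dA against dN; 0.000293 (without WN replicate 2) to 0.0669 (without WN replicate 3) for osmotic stress, WI against WN; 0.000927 (without WA replicate 2) to 0.381 (without WA replicate 1) for osmotic stress, WA against WN; 1.55e-16 (without dN replicate 2) to 3.36e-05 (without dN replicate 3) for ribosomal proteins, dI against dN; 2.61e-09 (without dN replicate 2) to 7.62e-05 (without dN replicate 3) for amino acid biosynthesis, dI against dN; 5.91e-12 (without dN replicate 2) to 0.000519 (without dN replicate 3) for amino acid biosynthesis, dA against dN. Calls also changed for oxidant defence in WI (0.0213 without WN replicate 2, 0.0449 without WI replicate 2) and in dI (0.0715 without dI replicate 3), and for osmotic stress in WA (0.108 without WN replicate 3).

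Without dN replicate 3 the direction reversed for cell wall integrity in dN against WN (higher, adjusted p = 0.0154, reported 0.517, alternatives 0.0154 to 0.927), cell wall integrity in dA against dN (lower, adjusted p = 0.965, reported 0.00576, alternatives 3.88e-06 to 0.965), cell wall integrity in dA and WA (lower, adjusted p = 0.87, reported 0.00851, alternatives 4.66e-05 to 0.87), ribosome biogenesis in dI against dN (higher, adjusted p = 0.83, reported 0.000181, alternatives 5.05e-10 to 0.83), ribosome biogenesis in dA against dN (higher, adjusted p = 0.0204, reported 0.15, alternatives 3.29e-06 to 0.92), vacuolar proteases and autophagy in dI against dN (lower, adjusted p = 0.952, reported 0.0253, alternatives 0.00116 to 0.952), ribosomal proteins in dA against dN (higher, adjusted p = 0.705, reported 0.024, alternatives 3.88e-06 to 0.92), RNA polymerase I and III in dA against dN (higher, adjusted p = 0.981, reported 0.0442, alternatives 0.000694 to 0.981) and histones in dI and WI (higher, adjusted p = 0.0426, reported 0.963, alternatives 0.0426 to 0.998). Without WA replicate 1 it reversed for ribosomal proteins in WA against WN (higher, adjusted p = 0.00129, reported 0.239) and ribosomal proteins in WA against WI (higher, adjusted p = 0.000798, reported 0.012). Over the arrays left out in turn, adjusted p of these lists ranged from 0.0154 to 0.772 for cell wall integrity, dN against WN; 0.000357 to 0.736 for ribosomal proteins, WA against WN; 5.05e-10 to 0.83 for ribosome biogenesis, dI against dN; 0.00116 to 0.952 for vacuolar proteases and autophagy, dI against dN; 3.88e-06 to 0.965 for cell wall integrity, dA against dN; 3.88e-06 to 0.705 for ribosomal proteins, dA against dN; 3.29e-06 to 0.225 for ribosome biogenesis, dA against dN; 0.000694 to 0.981 for RNA polymerase I and III, dA against dN; 3.75e-09 to 0.162 for ribosomal proteins, WA against WI; 0.0426 to 0.962 for histones, dI and WI; 4.66e-05 to 0.87 for cell wall integrity, dA and WA.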

Differences from the paper's values

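The tests with settings added later were chosen after seeing the values, as said beside each. The paper states no threshold for its counts of changed genes. Between dN and WN the paper's count is 339 and the count here 1170. Of the alternatives set before the data were examined, an adjusted p under 0.001 (319) and the two-group fit (343) are within 1.5-fold of the paper's, and the other settings are not, including stricter p under 0.01 (586), at least 2-fold (139), all probe sets, dim genes left out, both scalings, the replicate block, the intensity trend and leaving out each array. Between WI and WN the paper's count is 40 and the count here 16, and of those alternatives only the two-group fit (31) is within 1.5-fold of it. Between dI and dN the paper's count is 74 and the count here 699. An adjusted p under 0.001 (99), at least 2-fold (73) and the two-group fit (71) come within 1.5-fold, and the other alternatives set beforehand do not. Between dA and dN the paper's count is 90 and the count here 641, with an adjusted p under 0.001 (96) and the two-group fit (82) within 1.5-fold and the others outside it. The two-group fit was also within 1.5-fold for dI against WI (1587, paper 1628), dA against WA (1437, paper 1511) and WA against WN (167, paper 194). It thus came near every count compared. An adjusted p under 0.001 did not, with 323, 370 and 46 there and 2 for WI against WN. The paper does not say which arrays entered each fit.

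Among settings chosen after seeing the values, the two-group fit over all probe sets gave 301 for dN against WN, 83 for dI against dN and 88 for dA against dN, within 1.5-fold of the paper's counts, and 25 for WI against WN, outside it. Leaving dN replicate 3 out of the shared spread gave 54 for WI against WN, within 1.5-fold. The paper's own lists of called genes are not among the data at hand, so how many of them a setting drops was not counted.

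The paper describes the response to HAC1 deletion as larger in the producing strains. Here the counts are 1170 for dN against WN, 1103 for dI against WI and 1262 for dA against WA, and in the two-group fit 343, 1587 and 1437. The paper has oxidative stress pathways raised with both proteins in wild type and in both producing deletion strains. Its supplement, though, scores the targets of YAP1 as lowered with α-amylase in the deletion strain. There the Yap1 list was called lower by camera as well, but not with an estimated correlation. Here the oxidant defence list was called higher only in dI, with medians of 0.01 in WI, 0.04 in WA, 0.10 in dI and -0.02 in dA, while PRX1 rose in WA, dI and dA (0.72, 1.07 and 0.97), and without WN replicate 2, WI replicate 2 or WI replicate 3 the list was called in WI (adjusted p = 0.0213, 0.0449 and 0.0135; alternatives 0.0135 to 0.784). The call in dI was lost with an estimated correlation (0.662), without dN replicate 3 (0.785), without dI replicate 3 (0.0715) and with array quality weights, chosen after seeing the values (0.197). The paper has osmotic stress raised in both wild type producers, and means hypo-osmotic stress in particular. The osmotic list here does not single out that kind, and it shares HSP12, CTT1, ALD3 and GRE3 with the Msn2/4 list. That osmotic list was called higher in both producers. Those calls were lost in WI and WA with an estimated correlation (0.616 and 0.759) and without WN replicate 3 (0.0669 and 0.108), and in WA also without WA replicate 1 (0.381) and with those weights (0.316). Fry, which asks whether a list moves one way and not whether it moves more than other genes, did not pass for oxidant defence in dI (0.234) or osmotic stress in WI (0.622) and WA (0.397). The paper has some amino acid synthesis lowered in WA. Here 4 genes of that list were higher and 1 lower, and of 23 methionine and sulfur genes 3 were lower, with the list called lower (median -0.39) but not with an estimated correlation (adjusted p = 0.369). It has amino acid uptake raised in the deletion producers. Here permeases went both ways, with 4 higher and 4 lower in dI and 3 higher and 1 lower in dA. It describes KEG1, MCD4 and ERJ5 as lowered in wild type on production. They were lower in WA (-0.44, -0.44 and -0.35) and not called in WI (-0.12, -0.30 and -0.23), though with array quality weights, chosen after seeing the values, MCD4 and ERJ5 were called in WI (-0.32 and -0.27). For stress pathways and for amino acid synthesis and uptake, the paper's statements rest on scores of transcription factors and these values on gene lists and single genes, which are different measures. For oxidative stress the paper also draws on measured oxygen uptake and calculated ATP use, which the arrays do not measure.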

Other observations

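The tests of a mislabelled array, of RNA degradation, of a state of the cultures, of the spread of the dN arrays and of the poly-A controls were chosen after the result was seen. Genes of the channel that takes proteins into the ER were among those lower upon HAC1 deletion. SEC62 had log2 fold changes of -1.22 (adjusted p = 3.64e-08) in dN, -1.19 (adjusted p = 4.44e-08) in dI and -1.01 (adjusted p = 3.2e-07) in dA, each against its wild type. SEC66 was at -0.85, -0.82 and -0.54, SEC63 at -0.97, -0.86 and -0.60, and SEC72 at -0.997, -0.91 and -0.86, all called. Of 17 translocation genes there were none higher, 7 lower and 10 not passing in dN, none higher, 9 lower and 8 not passing in dI and 1 higher, 8 lower and 8 not passing in dA, and the list was called lower in dN (adjusted p = 0.00285 from camera, 0.279 with an estimated correlation), dI (adjusted p = 1.31e-06 from camera, 0.0708 with an estimated correlation) and dA (adjusted p = 0.00551 from camera, 0.339 with an estimated correlation). The ER translocation list gave 1 higher and 7 lower (dN), 0 higher and 9 lower (dI) and 1 higher and 8 lower (dA) when adjusted over the list alone. The O-mannosyltransferase genes PMT1, PMT2 and PMT5 fell as well, at -1.24, -1.36 and -1.11 in dN, with PMT3 at -2.06 (adjusted p = 2.12e-09). Of 6 such genes there were none higher, 4 lower and 2 not passing in dN (adjusted p = 5.01e-05 from camera, 0.254 with an estimated correlation). The O-mannosylation list gave 0 higher and 4 lower when adjusted over the list alone.

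Hexose transport differed in dA from dN, with the high-affinity transporter gene HXT7 at 1.24 (adjusted p = 0.0025), the glucose sensor gene SNF3 at 0.38 (adjusted p = 0.0184) and MTH1, a regulator of transporter genes, at 1.01 (adjusted p = 0.000682). HXT2 fell in dI at -0.71 (adjusted p = 0.00171). Of 10 genes there were 4 higher, none lower and 6 not passing in dA, and the list was called higher (adjusted p = 0.0245 from camera, 0.313 with an estimated correlation). The hexose transport list gave 5 higher and 1 lower when adjusted over the list alone, and 6 higher and 2 lower over all genes without dN replicate 3. For hexose transport, leaving out dN replicate 3 gave adjusted p = 0.0703. Hexose transport had adjusted p = 0.0663 without dA replicate 1. TKL2, a transketolase gene at background in all dN arrays and 2 of the 3 WN arrays, was called higher in WI (adjusted p = 0.00213) and WA (adjusted p = 2.26e-05), and rose at least 2.52-fold in dI and at least 1.27-fold in dA. HOP1, a gene of meiotic chromosomes, was at background in dN and at least 4.33-fold lower than in WN.

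The array of dN replicate 3 stands apart from the other 2 dN arrays. A mislabelled array is argued against, since its HAC1 signal was 1.35 and its URA3 signal 12.2, above all arrays of the producing strains. RNA degradation is argued against, since the mean difference between 3 prime and 5 prime control probe sets was 0.774, the lowest of the arrays, with 0.809 to 1.00 in the others. Scaling is argued against, since the residual SD was 0.349 after quantile normalization against 0.361 before, with a highest other of 0.243. A state of the culture that also varies in other strains remains open and may account for it: its deviation correlated across genes with that of WA replicate 1 at -0.715, the strongest, with -0.536 to 0.620 for the other arrays outside dN. Not all cultures share it, since the 3 dA arrays (-0.0032, 0.0162 and -0.0106) and dI replicate 1 (-0.0582) lay between -0.1 and 0.1, where no shared state would put them. The deviation was lowest in lists of the phosphate regulon (-1.40), cell wall integrity (-1.31) and osmotic stress (-1.03), with ribosome biogenesis at 0.77.

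Fewer genes were called for HAC1 deletion with the empty vector than with a secreted protein in the two-group fit, where the count for dN was 0.239 of that with α-amylase. A larger spread between the dN arrays may account for part of this. With 1 spread over the 6 strains the lowest ratio of that count to the other 2 was 0.927. That spread includes dN replicate 3, though. Without this array 1147 genes were called for dN against WN. With it left out of the shared spread, 1634 were called for dI against WI and 1833 for dA against WA. The count for dN was then lower again, but it rests on 2 dN arrays and the others on 3 arrays per strain. Leaving out 1 array of dI or WI lowered the count for dI against WI from 1103 to 742 to 879. These counts are therefore not like for like, and how much the spread accounts for is not settled.

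Less mRNA in the total RNA of WA, dI and dA would raise the spiked poly-A controls relative to the genes. The highest of the 3 differences was -0.208, but the controls read 2.64 to 3.25 in the 18 arrays, under the background of 4.38 to 4.63, so the test decides nothing.

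Splits of 6 arrays into 3 and 3 number 10, which cannot give a share under 0.05. The real split (1 of 10 as large in each comparison) called 1170 genes for dN against WN with a highest other of 2, 1103 for dI against WI with 0, 1262 for dA against WA with 0, 16 for WI against WN with 0, 261 for WA against WN with 1, 699 for dI against dN with 0, 641 for dA against dN with 1, 27 for WA against WI with 0 and 54 for dA against dI with 0.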
